# Collateral responses to classical cytotoxic chemotherapies are heterogeneous and sensitivities are sparse

**DOI:** 10.1038/s41598-022-09319-1

**Published:** 2022-03-31

**Authors:** Simona Dalin, Beatrice Grauman-Boss, Douglas A. Lauffenburger, Michael T. Hemann

**Keywords:** Cancer therapeutic resistance, Chemotherapy, Tumour heterogeneity

## Abstract

Chemotherapy resistance is a major obstacle to curing cancer patients. Combination drug regimens have shown promise as a method to overcome resistance; however, to date only some cancers have been cured with this method. Collateral sensitivity—the phenomenon whereby resistance to one drug is co-occurrent with sensitivity to a second drug—has been gaining traction as a promising new concept to guide rational design of combination regimens. Here we evolved over 100 subclones of the Eµ-Myc; p19^ARF−/−^ cell line to be resistant to one of four classical chemotherapy agents: doxorubicin, vincristine, paclitaxel, and cisplatin. We then surveyed collateral responses to acquisition of resistance to these agents. Although numerous collateral sensitivities have been documented for antibiotics and targeted cancer therapies, we observed only one collateral sensitivity: half of cell lines that acquired resistance to paclitaxel also acquired a collateral sensitivity to verapamil. However, we found that the mechanism of this collateral sensitivity was unrelated to the mechanism of paclitaxel resistance. Interestingly, we observed heterogeneity in the phenotypic response to acquisition of resistance to most of the drugs we tested, most notably for paclitaxel, suggesting the existence of multiple different states of resistance. Surprisingly, this phenotypic heterogeneity in paclitaxel resistant cell lines was unrelated to transcriptomic heterogeneity among those cell lines. These features of phenotypic and transcriptomic heterogeneity must be taken into account in future studies of treated tumor subclones and in design of chemotherapy combinations.

## Introduction

Since the 1950s, clinicians have combated intrinsic chemotherapy resistance by treating patients with combinations of chemotherapies that have non-overlapping toxicities thereby allowing for higher doses. However, this method has resulted in an overall 5-year survival rate across all cancers of only 68%^1^. The antibiotic resistance field is facing a similar problem—rates of antibiotic resistance doubled between 2002 and 2014, and there are 23,000 deaths in the US each year due to antibiotic-resistant infections, according to the Centers for Disease Control and Prevention^2^. In response, researchers in the antibiotic resistance field have studied cases where resistance to one antibiotic causes, or is co-occurrent with, sensitivity to a second antibiotic—termed collateral sensitivity^3^. In theory, using collaterally sensitive drug pairs in combination or sequentially could select against the emergence of resistant microbes and thus reduce or prevent the emergence of antibiotic resistance^4^.

Recently, the concept of collateral sensitivity has begun to be explored in the context of cancer chemotherapy as well. For example, in 2016, Zhao et al. found that in Philadelphia chromosome-positive acute lymphoblastic leukemia (ALL), resistance to dasatinib, a BCR-ABL1 inhibitor, can cause collateral sensitivity to crizotinib, foretinib, vandetanib, and cabozantinib—cMET and/or VEGFR inhibitors^5^. The following year, Andrew Dhawan and colleagues characterized collateral sensitivities to several tyrosine kinase inhibitors (TKIs) in ALK-positive non-small cell lung cancer (NSCLC). They found that cell lines resistant to first-line TKIs are often sensitized to non-TKIs including the classical chemotherapies etoposide and pemetrexed^6^. In 2020 a study from the same group showed that resistance to combinations of classical chemotherapies in Ewing’s sarcoma causes resistance to the drugs in the combinations, as well as to actinomycin D, and potentially sensitivity to SP-2509, a lysine-specific demethylase 1 inhibitor^7^. Recently, Mueller et al. found that resistance to PRMT5 inhibition causes collateral sensitivity to paclitaxel due to upregulation of *Stmn2*^8^.

While the growing knowledge of collateral sensitivities to targeted therapies is encouraging, most patients today are treated with at least one classical chemotherapy. A close review of the literature reveals several examples of likely collateral sensitivities between classical therapies. Vinblastine and paclitaxel have opposing mechanisms of action—the former destabilizes microtubules, and the latter stabilizes microtubules. They also have opposing mechanisms of resistance, vinblastine resistance can result from stabilizing mutations in α- and β-tubulin, while paclitaxel resistance can result from destabilizing mutations in α- and β-tubulin. When these resistance mechanisms are present, vinblastine-resistant cell lines are sensitive to paclitaxel, and vice versa^9^. Additionally, there is experimental and clinical data suggesting that, at least in some cases, cisplatin resistance can cause sensitivity to paclitaxel, and vice versa^10–12^. The mechanism behind this effect remains unclear, however, this combination has been found to be effective to treat patients with ovarian, breast, lung, skin, and head and neck tumors^13^.

While there are individual examples of collateral sensitivities to classical chemotherapies, there has not been a comprehensive survey of collateral sensitivities to single-agents in this class of drug, as has been done for antibiotics and targeted therapies. Furthermore, the dearth of known mutations that predict resistance to classical chemotherapies motivated us to define a proxy of resistant state by using the collateral effect of resistance to classical chemotherapies on sensitivity to other agents. Here, we survey collateral responses to acquired resistance to several classical therapies in the Eµ-Myc; p19^ARF−/−^ cell line which is a murine model for human Burkitt’s lymphoma^14–16^. We chose to investigate classical therapies which are commonly used in the clinic, several of which are used to treat Burkitt’s lymphoma, and several of which have collateral sensitivities described in the literature^17^. The drugs we studied are doxorubicin, a topoisomerase II poison, vincristine, a microtubule destabilizing agent, paclitaxel, a microtubule stabilizing agent, and cisplatin, a DNA crosslinker^18–20^.

Using a 96-well plate-based drug pulse and stepwise dose increase protocol, we were able to create > 15 evolutionary replicates of stable cell lines resistant to each of these four drugs. We created a protocol to measure the resulting lines’ sensitivities to a panel of 20 chemotherapies with high precision. We found only one collateral sensitivity in a subset of the cell lines we evolved. This work also revealed marked heterogeneity in collateral changes in drug sensitivity between cell lines evolved to be resistant to the same drug. Surprisingly, transcriptomic profiling of cell lines resistant to paclitaxel was unable to explain the phenotypic heterogeneity. This heterogeneity in resistance acquisition needs to be taken into account when designing classical and salvage combination regimens in order to optimize patient outcome. Similarly, potential discordance between phenotype and transcriptome must be considered when studying transcriptome as a proxy for functional biology.

## Results

### Optimized protocol to evolve chemotherapy-resistant cell lines in vitro

To study collateral effects of resistance to classical chemotherapies, we developed a protocol allowing us to evolve many cell lines to resistance to one therapy in parallel. In these experiments we used the murine Eµ-Myc; p19^ARF−/−^ cell line as a tractable model because it is chemo-sensitive, has a short doubling time of ~ 12 hours, and grows in suspension so it can be easily manipulated in small culture wells^15^.

To evolve resistance to classical chemotherapies, 10,000 cells were treated with a dose of drug expected to kill 85% of cells over the course of three days in 96-well plates. After three days, killing was assessed using PI staining via flow cytometry and drug was removed from cells. Cells were allowed to recover for four days in untreated media and wells were split as they became confluent. On day four, the plate was split to leave approximately 10,000 cells in each well which were treated again with a dose expected to kill 85% of cells based on the killing achieved the previous week. Remaining cells from the split were frozen and saved at −80 °C (Fig. 1A).

**Figure 1:**
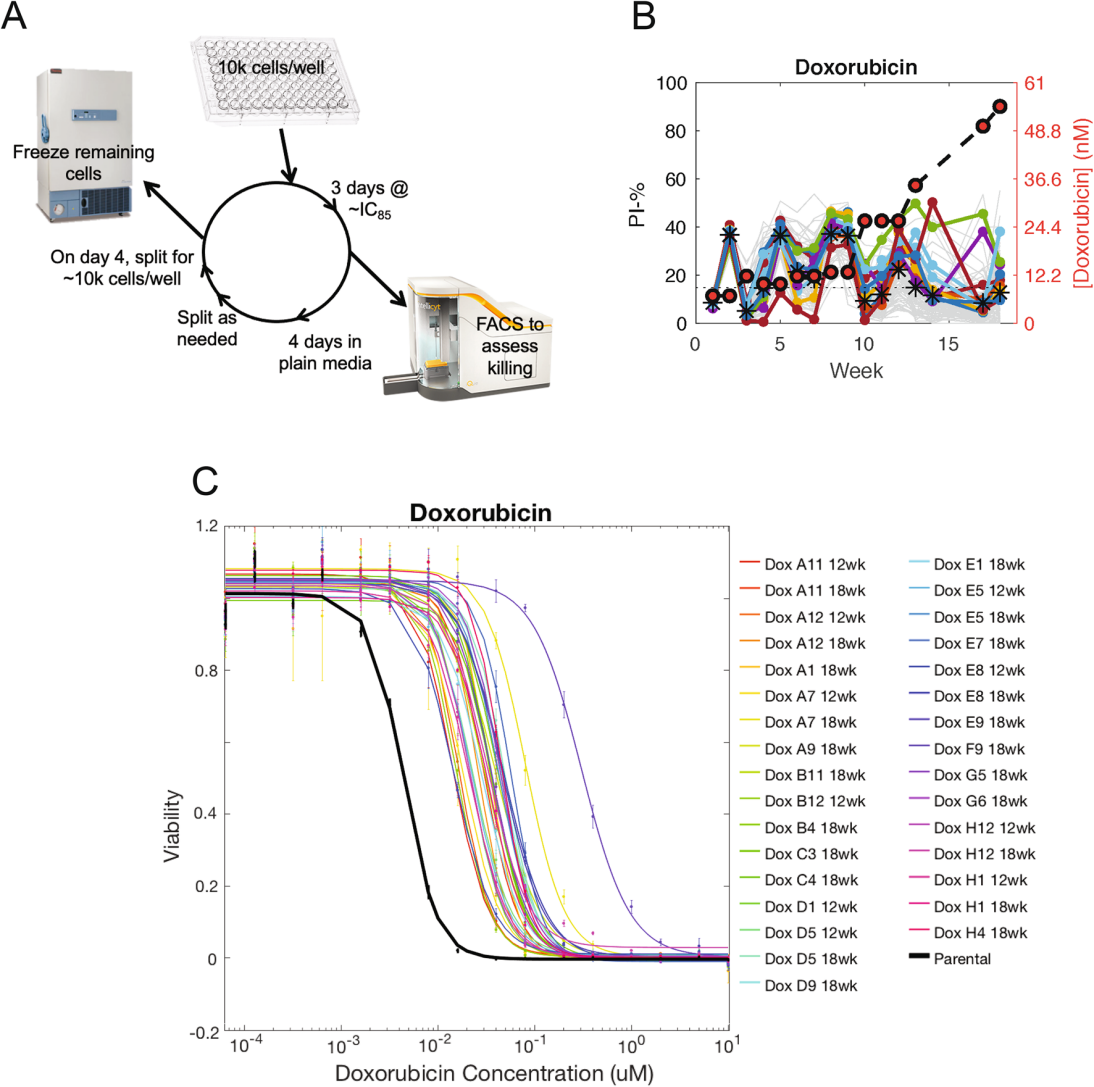
Protocol to create multiple evolutionary replicates of classical chemotherapy-resistant cell lines in parallel. **(A)** Schematic of protocol. In each cycle, 10,000 cells were seeded in each well of a 96-well plate and treated at a dose to kill 85% of cells after three days. Killing was assessed via FACS and cells were allowed to recover for four days. Cells were split, frozen, and the cycle re-started. **(B)** The fraction of live cells present in each well over each cycle of the resistance evolution experiment as assessed by PI staining (left y-axis). The dose of doxorubicin used each week is plotted with red circles on the right y-axis. Colored lines represent the most viable cell lines over the last five cycles of the experiment of the experiment. **(C)** Quantification of sensitivity to the selection drug after 12 or 18 cycles of selection.

As a pilot experiment, we used this protocol to create cell lines resistant to doxorubicin. Over the course of 18 weeks, cell lines were able to grow in increasing doses of doxorubicin and, by the end of the experiment, cell lines’ EC_50_ to doxorubicin increased by 9.7 ± 0.4 fold (Fig. 1B,C).

### Screen of four doxorubicin-resistant cell lines against large drug library

To assess collateral changes in drug sensitivity, we screened four representative doxorubicin-resistant cell lines against an anti-cancer compound library containing 392 drugs. As expected, we observed collateral resistance to etoposide, another topoisomerase II inhibitor. We also observed a variety of other collateral changes in drug sensitivity, including collateral sensitivity to two HMG-CoA reductase inhibitors—fluvastatin and simvastatin (Fig. 2).

**Figure 2:**
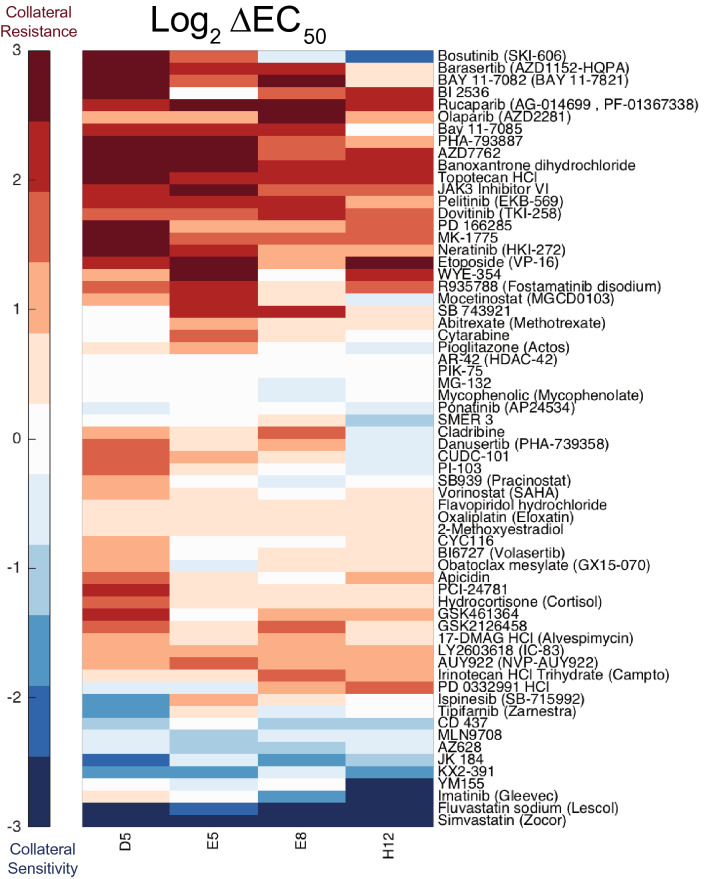
High-throughput drug screen to assess collateral responses to doxorubicin resistance. Cell lines screened are in columns, drugs with collateral effects are in rows. Colors represent the log_2_ fold change of the EC_50_ of each cell line for a drug relative to the parental cell line’s EC_50_ for that same drug. Red represents a case in which the resistant cell line also acquired resistance to a different drug—collateral resistance. Blue represents a case in which the resistant cell line acquired sensitivity to a different drug—collateral sensitivity.

### Generated cell lines resistant to four classical chemotherapies

We next used this method of creating resistant cell lines to generate cell lines resistant to vincristine, cisplatin, paclitaxel, as well as additional cell lines resistant to doxorubicin. We also generated control cell lines using DMSO in the place of drug. We were able to generate a total of 47 doxorubicin-resistant cell lines, 16 vincristine-resistant cell lines, 19 paclitaxel-resistant cell lines, 30 cisplatin-resistant cell lines, and 12 DMSO control cell lines. The fold change of EC_50_ to the selection drug was 206.5 ± 8.7 for doxorubicin-resistant cell lines, 10.8 ± 0.2 for vincristine-resistant cell lines, 5.2 ± 0.1 for paclitaxel-resistant cell lines, and 13.5 ± 0.3 for cisplatin-resistant cell lines (Fig. 3A–D).

**Figure 3:**
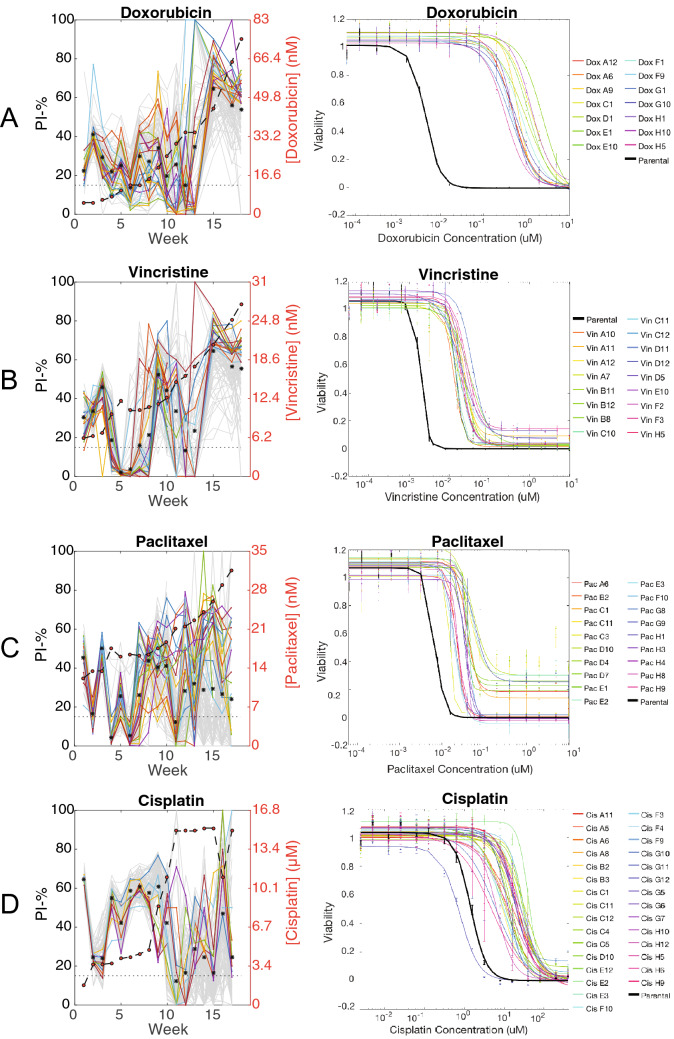
Viability of cell lines over each cycle of the resistance evolution experiment (left column) and quantification of sensitivity to the selection drug after 18 cycles (right column). In the left column, colored lines represent wells that were most viable over the last 5 weeks of the experiment. Each row represents acquired resistance to **(A)** doxorubicin, **(B)** vincristine, **(C)** paclitaxel, and **(D)** cisplatin.

### Developing a methodology to screen fewer drugs against many cell lines with high accuracy and precision

To determine collateral effects of resistance to doxorubicin, vincristine, paclitaxel, and cisplatin, we wanted to determine changes in sensitivity to chemotherapies. We developed a new dose response methodology to test a larger dose range and increase accuracy and precision of the drug sensitivity data relative to the screen we performed previously.

We reasoned that by choosing drugs that target a wide variety of biological processes, we may also gain insight into cellular processes changed over the course of acquiring resistance. For each of the chosen 20 drugs, we performed 25-fold 8-point serial dilutions in deep-well 96-well plates by hand. Each serial dilution was performed over four “quadrant plates”. We then used a Tecan liquid handler to transfer 20 μl of that serial dilution to 384-well plates. 30 μl of cells were plated on top of drug using a BioTek plate washer. After three days of incubation, we assessed viability with resazurin using a Tecan plate reader.

### Resistant cell lines exhibited extensive collateral resistance and limited collateral sensitivity

To study collateral changes in drug sensitivity resulting from classical chemotherapy resistance, we processed the raw dose response data into EC_50_ values for each drug and cell line. We then calculated the log_2_ fold-change in EC_50_ values for each cell line and drug pair relative to the parental cell line’s EC_50_ value for the same drug.

We observed extensive collateral changes in response to resistance to each of the four drugs we studied here (Fig. 4A–D, Supplementary Table S1). All collateral effects were in the form of resistance. All increases in sensitivity we observed (to statins and the surviving inhibitor YM155) were determined to be artifacts of the culturing system, as a similar fraction of DMSO control cell lines also exhibited increased sensitivity to these drugs, suggesting that the culturing system can exert collateral effects on drug sensitivity.

**Figure 4:**
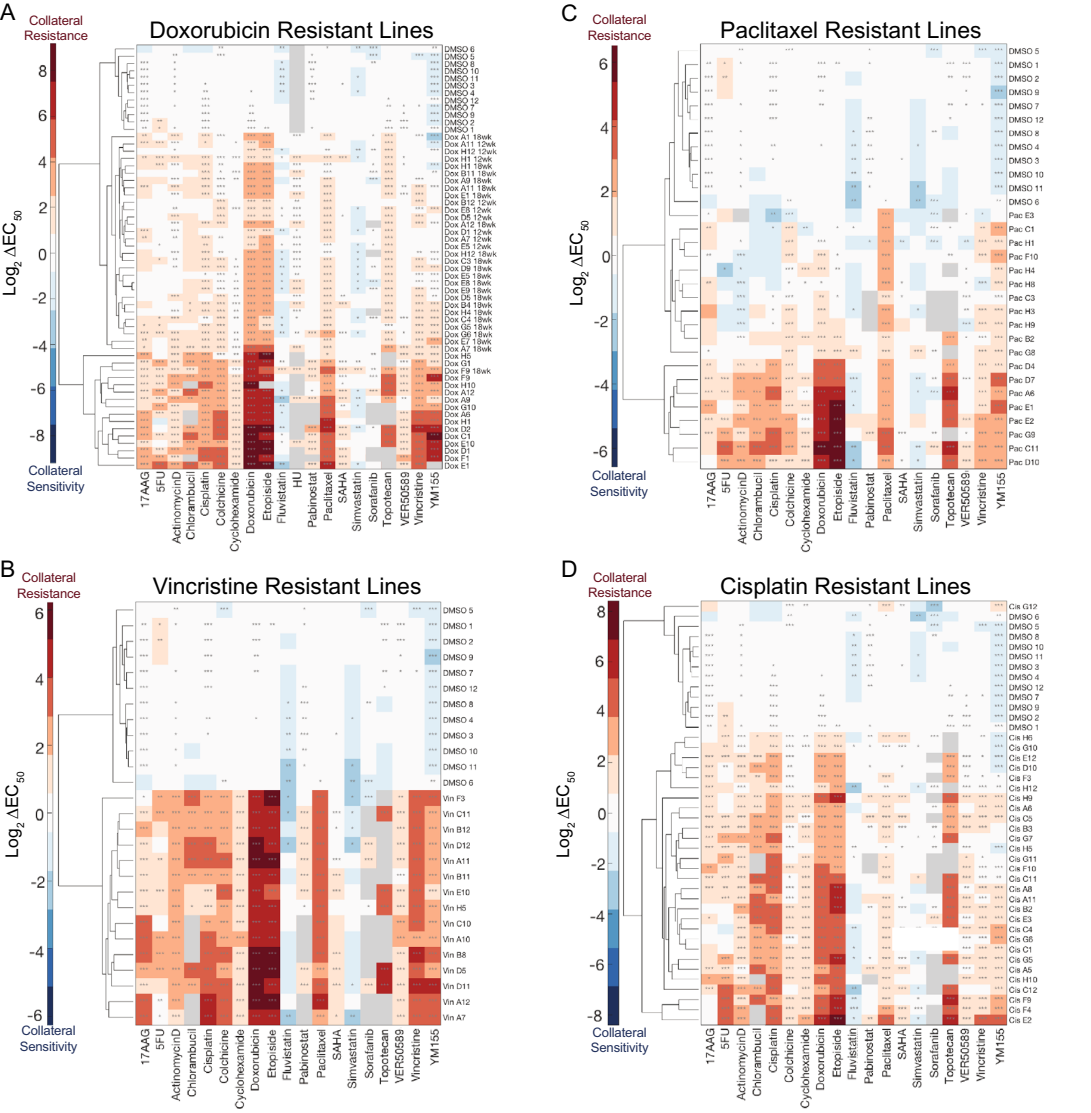
Collateral effects of acquiring resistance to **(A)** doxorubicin, **(B)** vincristine, **(C)** paclitaxel, and **(D)** cisplatin. In each plot, control cell lines cultured with DMSO instead of drug are shown at the top. Colors represent the log_2_ fold change of the EC_50_ of each cell line for a drug relative to the parental cell line’s EC_50_ for that same drug. Data represent the mean of three biological replicates. *, P ≤ 0.05, **, P ≤ 0.01, ***, P ≤ 0.001 (two-sample t-tests with Bonferroni correction).

### Collateral effects of classical chemotherapy resistance are heterogeneous

We observed notable heterogeneity in the collateral drug responses we measured. For example, the paclitaxel-resistant cell lines exhibited a wide range of sensitivities to Actinomycin D (Fig. 4C). To formally assess this heterogeneity, we performed unsupervised hierarchical clustering on the log_2_ fold-changes in sensitivity to the drugs studied (Fig. 4A–D). In the case of doxorubicin and paclitaxel resistance, hierarchical clustering demarcates two clusters of resistant cell lines with distinct collateral drug sensitivity signatures (Fig. 4A,C). This clustering methodology did not clearly distinguish any clusters of vincristine- or cisplatin-resistant cell lines. However, for each drug assayed, we are still able to observe a range of changes in EC_50_ values. This suggests that isogenic cells can respond to the same evolutionary pressure in heterogeneous ways, resulting in diverse phenotypes of the resulting resistant cells.

### Phenotype-based clusters of paclitaxel resistant cell lines are not associated with transcriptomic-based clusters of the same cell lines

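The cells are a mouse lymphoma line that carries the Eµ-Myc transgene and lacks Arf. 3′-end digital gene expression libraries, in which each cDNA carries a barcode for its line and a random molecular identifier, were made from 30 lines. These were 12 DMSO control lines, 9 lines of Paclitaxel Resistance Group 1, 8 lines of Paclitaxel Resistance Group 2 and the parental line, with 1 library per line. The authors aligned single-end reads to GRCm38 with STAR and deposited the counts STAR gave for each gene, without normalization. The paper's text does not say whether reads with the same molecular identifier were collapsed. Total counts ranged from 1053948 to 6739131 (median 4052241.5) in the lines labelled DMSO control, from 480919 to 6682169 (median 2075171) in those labelled Group 1 and from 989719 to 5315840 (median 4352391.5) in those labelled Group 2, and the parental library held 1851837. The smallest library, and with it the largest counting error, was one labelled Group 1. The pair of libraries of a condition with the smallest difference, DMSO 6 and DMSO 9, differed by a chi-square of 6.21 per gene over 7940 genes, so no pair agreed within sampling noise as copies of one library would. This test takes counts as independent, and the lines were counted as replicates because their labels name separate lines. The labels name the treatment of each line, and the phenotype groups were read from the colours of the line names in Fig. 5A,B and the clusters of Fig. 4C. Counts were normalized by edgeR's TMM method. The 10036 genes that passed edgeR's filter on low counts were fitted with the 3 groups in one model without the parental library, so that the groups shared an estimate of the spread between lines. The labels were also checked against the fold changes listed in Supplementary Table S2, and the check went against them. Over 1906 genes of Group 1 against DMSO control, the median absolute difference in log2 fold change was 0.16 with the deposited labels and 0.0047 with each label from DMSO 12 on moved by one library. The values are therefore given by the labels the libraries carry, and a direction between groups holds for those labels only.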

To study the cause of the observed phenotypic clustering of resistant cell lines, we performed RNA-seq on the paclitaxel resistant cell lines, the DMSO control cell lines, and the parental cell line. Two of the paclitaxel resistant cell lines did not pass QC metrics so 17 of the paclitaxel resistant lines were sequenced. 

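In a principal component analysis of log2 TMM-normalized CPM (prior count 2) over 10036 genes and 30 libraries, PC1 held 22.4% of the variance and PC2 11.5%. On these axes the 12 lines labelled DMSO control and the 17 labelled paclitaxel resistant had a mean silhouette of 0.301, a measure of how much nearer a line lies to its own class than to the other (one-sided permutation test of the labels, 100000 resamples, p = 3e-05). 11 of the 12 DMSO control lines and 16 of the 17 paclitaxel resistant lines lay nearer to their own class, and the lines labelled DMSO 12 and Pac H9 did not. Scaling each gene to unit variance moved the silhouette most, to 0.171 (p = 0.00746, same permutation test), and then 7 of the 17 paclitaxel resistant lines lay nearer to their own class. Among the paclitaxel resistant lines, the widest gap along PC1 was 51.4, from -4.34 to 47.1. The lines labelled Pac A6, Pac C11, Pac D4, Pac D7, Pac F10 and Pac G9 lay above it and the other 11 below.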

PCA of the transcriptomic data from these cell lines clearly separated the DMSO control lines from the paclitaxel resistant lines, and also revealed two groups within the paclitaxel resistant lines (Fig. 5A). PCA of the phenotypic drug sensitivity data from these cell lines recapitulated the differences between the DMSO control vs. paclitaxel resistant cell lines, as well as the two groups of paclitaxel resistant cell lines we previously observed with hierarchical clustering (Fig. 5B). Paclitaxel Resistance Group 1 exhibited a range of collateral effects, while Paclitaxel Resistance Group 2 became collaterally resistant to most of the drugs we assayed. Surprisingly, the phenotypic-based and transcriptomic-based groups within the paclitaxel resistant lines are independent of each other (Fig. 5A,B). 

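Of the 6 lines above the gap along PC1, 1 carried a label of Paclitaxel Resistance Group 1 and 5 a label of Paclitaxel Resistance Group 2. Of the 11 lines below it, 8 were labelled Group 1 and 3 Group 2. A two-sided Fisher's exact test of this division gave p = 0.0498. Under 2 alternatives, a prior count of 0.5 and the 500 most variable genes, the widest gap set 1 line apart from the other 16. It was the line labelled Pac C1, the smallest library, under the first and Pac H9 under the second. The same test gave p = 1 in each. With 1 line set apart it can give no p under 0.05, so these 2 alternatives do not test the association. With membership on PC1 read from Fig. 5A instead, 2 Group 1 and 4 Group 2 lines lay on the side of high PC1 (p = 0.335, same test), and 6 of the 17 lines lay on the other side than under the deposited labels.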

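Euclidean distances between the 17 paclitaxel resistant lines were taken over the log2 normalized values of 10036 genes. The mean distance of a line labelled Paclitaxel Resistance Group 1 to the others of its group was 125.3 ± 21.1 (SD, n = 9), and to the lines labelled Group 2 it was 124.3 ± 22.0 (SD, n = 9). 7 of the 9 lines lay nearer to their own group, and the distances differed by less than their spread (exact two-sided rank-sum permutation test, p = 1, Benjamini-Hochberg adjusted p = 1 over 3 comparisons). For the lines labelled Group 2, the distance was 118.1 ± 9.08 (SD, n = 8) within the group and 124.3 ± 11.0 (SD, n = 8) to the other, with 5 of 8 lines nearer to their own (exact rank-sum permutation test, p = 0.195, adjusted p = 0.585). The distances of lines share pairs, so the phenotype labels were also permuted over all 24310 splits of the lines, which gave a two-sided exact p of 0.953 for Group 1 and 0.509 for Group 2. Thinning every library to equal depth reversed both differences, and the mean distance between groups minus that within became 9.46 for Group 1 and -6.98 for Group 2. Without thinning, distances within Group 1 and within Group 2 did not differ (exact rank-sum permutation test, p = 0.963). After thinning, and untested, their means were 104.9 ± 13.2 (SD, n = 9) and 121.4 ± 6.62 (SD, n = 8). With a prior count of 0.5 the order was the other way, at 159 and 139. Moving the labels from DMSO 12 on by one library, added after the values were seen, gave 112.4 and 126. That difference had an exact rank-sum permutation p of 0.0274 (adjusted p = 0.0755).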

Despite this, in transcriptomic space, cell lines within phenotypic-based groups are significantly closer to other cell lines within their group than to cell lines in the other group (Fig. 5C,D).

**Figure 5:**
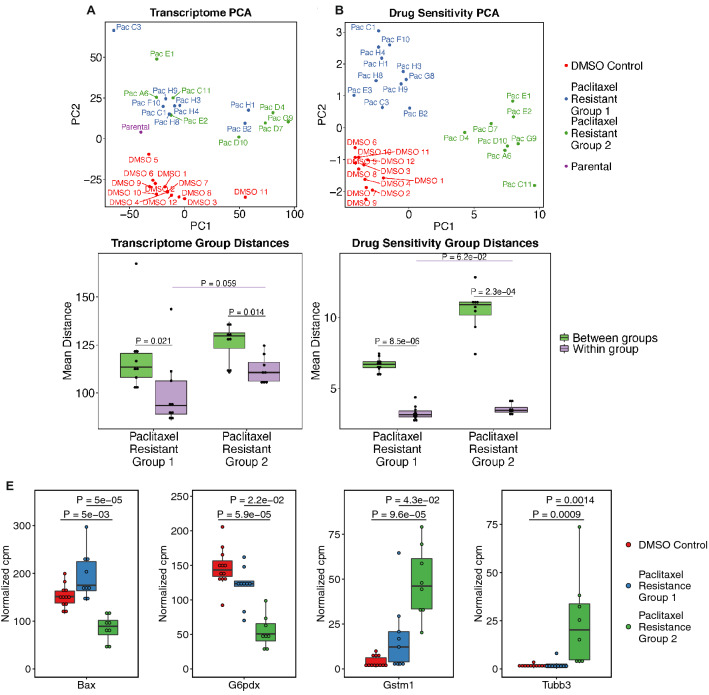
Phenotype-based groups of paclitaxel resistant cell lines. **(A)** log of TMM-normalized counts-per-million expression values from RNA-seq and **(B)** PCA plots of log_2_ EC_50_ fold change values for the paclitaxel resistant cell lines, DMSO control lines, and parental line. The blue and green annotated phenotypic groups are independent of the apparent transcriptome groups (Fisher’s Exact Test P = 0.33). Mean Euclidian distance separating cell lines between and within the phenotype-based paclitaxel resistance groups in **(C)** transcriptome space, and in **(D)** drug resistance space. FDR-corrected P-values are reported for two-sample Wilcoxon tests. **(E)** TMM-normalized counts for genes with a significant Kruskal–Wallis test and significant post-hoc Dunn’s test (Supplementary Fig. S2) are shown. FDR-corrected P-values are shown for post-hoc Dunn’s test of the indicated comparisons.

### Gene expression sheds light on different resistance mechanisms between phenotype-based groups of paclitaxel resistant cell lines

After observing two phenotype-based groups of paclitaxel resistant cell lines, we were interested in understanding transcriptome-based differences between these groups. However, these groups are interspersed with each other in transcriptome space, so global differential gene expression analysis revealed only two significantly expressed genes—Bst1 and Dglucy both show increased expression in Paclitaxel Resistance Group 1 (Figs. 5, Supplementary Fig. S1A–C & Supplementary Table S2). 

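With edgeR's quasi-likelihood F test and a Benjamini-Hochberg adjusted p under 0.01, 43 of 10036 genes differed between the lines labelled Paclitaxel Resistance Group 1 and DMSO control (21 higher, 22 lower), 196 between Group 2 and DMSO control (98 higher, 98 lower) and 0 between Group 1 and Group 2, where 905 genes had an unadjusted p under 0.05. Thinning every library to equal depth left 0 (337 at an unadjusted p under 0.05), 18 and 0 genes, and edgeR's likelihood ratio test gave 130, 475 and 1. Bst1 (ENSMUSG00000029082.17) lies on chromosome 5 of GRCm38 from 43818885 to 43843986. It stood at 31.8 ± 18.6 TMM-normalized CPM (SD, n = 12) in the lines labelled DMSO control, 31.7 ± 23.4 (SD, n = 9) in Group 1 and 23.9 ± 33.7 (SD, n = 8) in Group 2. Its log2 fold change between Group 1 and Group 2 was 0.41 (standard error 0.628, adjusted p = 0.795 in edgeR's quasi-likelihood test), within the spread between lines. Thinned to equal depth the fold change was reversed, at -0.17 on the log2 scale. Dglucy (ENSMUSG00000021185.16), on chromosome 12 from 100779057 to 100896981, stood at 23.1 ± 6.78 CPM (SD, n = 12), 22.4 ± 15.2 (SD, n = 9) and 21.0 ± 34.0 (SD, n = 8) in the same order, a log2 fold change of 0.07 (standard error 0.631, adjusted p = 0.967 in the same edgeR test). In each gene a single line labelled Group 2 exceeded every other line, Pac A6 with 99.9 CPM of Bst1 and Pac G9 with 98.3 of Dglucy, while the Group 2 medians were 8.01 and 3.56 against 26.9 and 23.2 in Group 1. These values rest on labels that the check against Supplementary Table S2 went against.

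**Figure D1:**
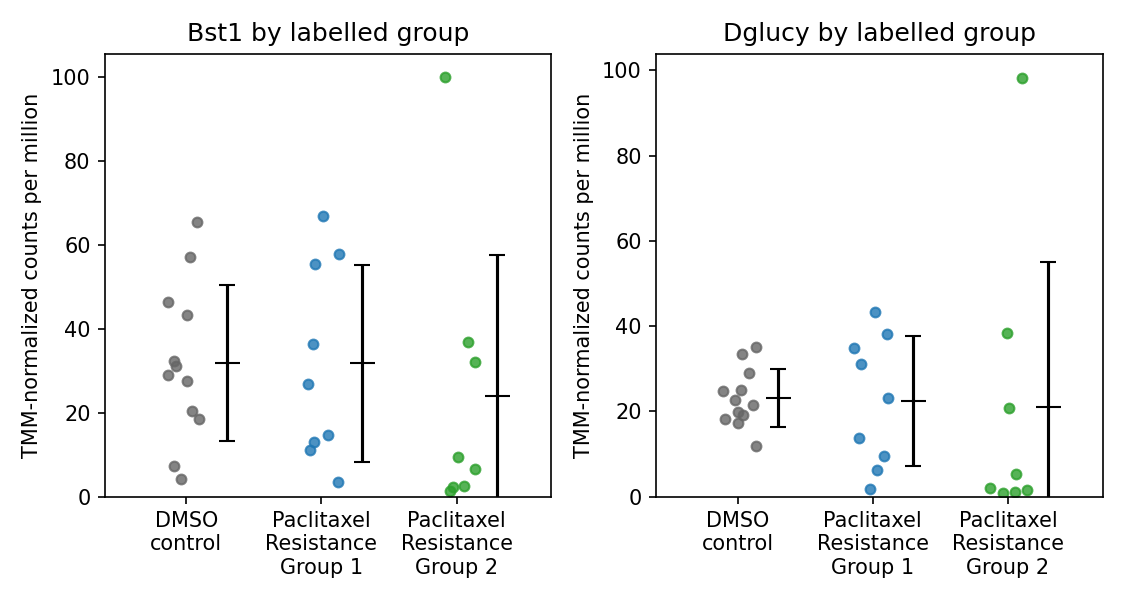
TMM-normalized CPM of Bst1 (left) and Dglucy (right) in each line, grouped by the label its library carries; points are lines, and the bars give the mean and SD of 12 DMSO control, 9 Paclitaxel Resistance Group 1 and 8 Paclitaxel Resistance Group 2 lines, with the part of a bar under 0 left out. In both genes one Group 2 line, at 99.9 and 98.3, stands above all others.

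The lowest adjusted p between Group 1 and Group 2 was that of the lincRNA C430042M11Rik (ENSMUSG00000097254.2; chromosome 17, 83851675 to 83854418), at 1.29 ± 1.49 CPM (SD, n = 9) in Group 1 and at most 1 count per library in Group 2, at least 1.29-fold higher in Group 1 (adjusted p = 0.110, edgeR's quasi-likelihood test). The same gene had the lowest adjusted p of Group 2 against DMSO control (1.85e-06, same edgeR test), where it was at least 7.43-fold lower. Mical3 (ENSMUSG00000051586.17; chromosome 6, 120931707 to 121130999) had the lowest of Group 1 against DMSO control (0.000122, same edgeR test). It had at most 1 count in any DMSO control library and was at least 3.65-fold higher in Group 1. From the positions of the groups among each other in transcriptome space, the paper reasons that a global comparison finds few genes, and it states that Bst1 and Dglucy are higher in Group 1.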

We next performed gene set enrichment analysis on the genes that are differentially expressed between each group of cell lines. The top gene sets for each comparison were immune related, including interferon alpha and gamma response, TNFα signaling, and inflammatory response (Supplementary Fig. S1D–F).

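Gene lists written from general knowledge stood in for the published gene sets: 49 genes induced by interferon, 49 by TNF through NF-kB and 83 of inflammation, of which 31, 32 and 39 were tested. All tested genes were ranked by the signed edgeR statistic and scored with fgsea. In the lines labelled Paclitaxel Resistance Group 1 against DMSO control, the interferon list was higher (normalized enrichment score 2.44, Benjamini-Hochberg adjusted p = 9.43e-07 over 9 tests, each by fgsea's permutation of genes), and the TNF list (1.36, adjusted p = 0.146) and the inflammatory list (1.18, adjusted p = 0.251) were not distinguishable from the rest. In the lines labelled Group 2 against DMSO control, the scores were 2.41 for interferon (adjusted p = 2.86e-06), 1.78 for TNF (adjusted p = 0.0138) and 1.76 for inflammation (adjusted p = 0.00931). Between Group 1 and Group 2, where the labels decide the direction, they were -0.759 (adjusted p = 0.833), -1.35 (adjusted p = 0.146) and -1.26 (adjusted p = 0.189). The interferon scores against DMSO control moved most with Reactome's list, to 1.67 (adjusted p = 0.00981) and 1.57 (adjusted p = 0.0155). Thinning every library to equal depth gave 1.72 (adjusted p = 0.0655) and 1.67 (adjusted p = 0.0968), and then no list had an adjusted p under 0.05. fgsea permutes genes, which are not independent replicates. Camera, which allows for correlation between genes, called the interferon list in both comparisons with DMSO control (adjusted p = 0.000217 and 0.00581) and the TNF and inflammatory lists in no comparison.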

To further assess additional potential differences in resistance mechanisms between these two groups, we compared expression levels of genes related to established mechanisms of paclitaxel resistance in these two groups as well as the DMSO control lines (Supplementary Table S3). 

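Of the 109 genes listed in Supplementary Table S3, 108 were found among the deposited identifiers. Their TMM-normalized CPM were compared between the 3 labelled groups by a Kruskal-Wallis statistic with 100000 permutations of the lines. 28 genes had an unadjusted p under 0.05, and 13 a Benjamini-Hochberg adjusted p under 0.05 over the list: Tubb4b, Tuba1c, Abcb1b, Abcb4, Ctnna1, Bnip3, Bad, G6pdx, Mgst3, Gstm1, Gsto1, Cacna1f and Camk2a. The alternative that moved the count most was thinning to equal depth, under which 1 gene, Gsto1, was left. Between the lines labelled Paclitaxel Resistance Group 1 and Group 2, Abcb4, G6pdx and Cacna1f differed in an exact two-sided rank-sum permutation test adjusted over the pairs of groups. G6pdx (ENSMUSG00000031400.10, chromosome X of GRCm38, 74409483 to 74429194) was at 115.5 ± 45.2 (SD, n = 9) in Group 1 and 66.3 ± 28.9 (SD, n = 8) in Group 2 (exact permutation p = 0.0274, adjusted p = 0.0411), a difference that was not past the threshold after thinning to equal depth (exact permutation p = 0.114) or in edgeR's quasi-likelihood test (adjusted p = 0.539). Dunn's test also left G6pdx short of it (adjusted p = 0.0521). Abcb4 (ENSMUSG00000042476.12, chromosome 5, 8893717 to 8959231), a paralog of Abcb1b, was at 8.03 ± 18.3 (SD, n = 9) and 11.1 ± 7.06 (SD, n = 8) (exact permutation adjusted p = 0.0219), and it was not past the threshold after thinning (exact permutation p = 0.193) or in edgeR's test (adjusted p = 0.851). Gstm1 (ENSMUSG00000058135.12, chromosome 3, 108012255 to 108017973) was at 19.6 ± 15.2 (SD, n = 9) in Group 1 and 44.7 ± 26.9 (SD, n = 8) in Group 2. The difference was not past the threshold (exact permutation p = 0.0745), although no line labelled Group 1 lay above the Group 2 median of 51.2. Bax (ENSMUSG00000003873.11, chromosome 7, 45461697 to 45466898) was at 160.3 ± 60.6 (SD, n = 9) and 131.2 ± 78.9 (SD, n = 8) (exact permutation p = 0.370). Tubb3 (ENSMUSG00000062380.4, chromosome 8, 123411424 to 123422015) was at 9.66 ± 24.5 (SD, n = 9) and 15.4 ± 14.9 (SD, n = 8) (exact permutation p = 0.138), and a single line labelled Group 1, Pac C3, held 74.9. Unadjusted p values between the groups were under 0.05 for Tubb3 without the lines labelled Pac C3 and DMSO 11 (exact permutation p = 0.0373) and for Gstm1 (0.0370) and Tubb3 (0.0298) after thinning, but neither gene then passed the Kruskal-Wallis test over the list (adjusted p = 0.154, 0.0558 and 0.171). All of these directions hold for the deposited labels only.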

Of the 17 genes with a significant difference in gene expression between these three groups of cell lines, only four, Bax, G6pdx, Gstm1, and Tubb3 showed a significant difference in expression specifically between the two paclitaxel resistance groups (Fig. 5E, Supplementary Fig. S2, & Supplementary Table S4).

We next probed known mechanisms of resistance to paclitaxel by measuring intracellular levels of Abcb1a, Abcb1b, Bcl-xL, and MCP1 via qPCR, and quantifying levels of IL-6 secreted into media. We found that Abcb1a and MCP1 are not expressed in our cell lines, and that Bcl-xL is expressed at a low level in the DMSO control lines as well as both paclitaxel resistance groups. On the other hand, Abcb1b is more highly expressed in both paclitaxel resistance groups than the DMSO control cell lines. There is not a significant difference in Abcb1b levels between the two groups, confirming our observation from transcriptomic data. 

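In the RNA-seq counts, Abcb1b (ENSMUSG00000028970.9) lies on chromosome 5 of GRCm38 from 8798147 to 8866315, and every library held between 24 and 1612 of its counts. It was at 34.1 ± 14.5 normalized CPM (SD, n = 12) in the lines labelled DMSO control, 78.2 ± 27.7 (SD, n = 9) in Paclitaxel Resistance Group 1 and 104.6 ± 64.4 (SD, n = 8) in Paclitaxel Resistance Group 2. Both paclitaxel resistant groups were higher than DMSO control (exact two-sided rank-sum permutation test, p = 0.00066 for Group 1 and 0.000111 for Group 2). Their ranges overlapped, from 16.2 to 71.2 in DMSO control, 26.3 to 120.1 in Group 1 and 41.3 to 251.9 in Group 2. Group 1 and Group 2 were not distinguishable (log2 ratio of means -0.42, exact permutation p = 0.481). Against DMSO control, edgeR's quasi-likelihood test gave an adjusted p of 0.0142 for Group 1, short of the threshold of 0.01. For Group 2 the same edgeR test gave 0.000448. The line labelled Pac G9 held 251.9 CPM, more than any other. With the labels from DMSO 12 on moved by one library, an alternative added after the values were seen, the ratio between the groups was reversed to 0.22 (exact permutation p = 0.963).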

Finally, levels of IL-6 in media were lower than the limit of detection of our ELISA kit (5 pg/mL) (Supplementary Fig. S3A).

### Paclitaxel resistance group 2 cell lines are collaterally sensitive to verapamil, but paclitaxel resistance is attenuated equally by verapamil co-treatment in both groups

To functionally assess known mechanisms of paclitaxel resistance in our paclitaxel resistant cell lines, we set out to perform paclitaxel dose response curves in the presence and absence of compounds known to modulate pathways previously implicated in paclitaxel resistance. The mechanisms of resistance that we investigated in this manner are: drug efflux via Abcb1 (with verapamil), regulation of apoptosis via Bcl2 (with venetoclax), and glutathione levels (with buthionine sulfoximine). We first performed dose response curves with these compounds alone to identify the highest non-toxic dose to use in the combination treatment. Unexpectedly, we found that Paclitaxel Resistance Group 2 cell lines are significantly more sensitive to verapamil as a single agent than Paclitaxel Resistance Group 1 cell lines. In other words, Paclitaxel Resistance Group 2 cell lines are collaterally sensitive to verapamil (Fig. 6A; Supplementary Fig. S3B,C).

**Figure 6:**
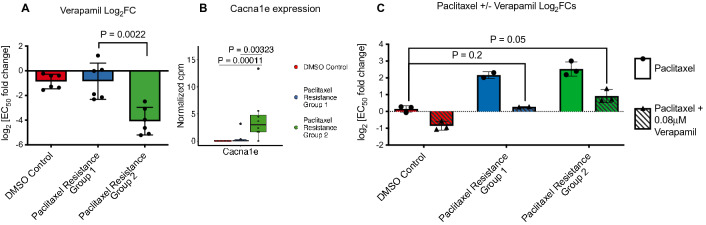
Paclitaxel resistance group 2 cell lines are collaterally sensitive to verapamil, and all paclitaxel resistant lines efflux paclitaxel. **(A)** Log_2_FC of verapamil EC_50_s, relative to the parental cell line. P-value is shown for Mann–Whitney test comparing paclitaxel resistance group 1 and group 2. **(B)** TMM-normalized counts for Cacna1e. FDR-corrected P-values are shown for post-hoc Dunn’s test of the indicated comparisons. FDR correction was performed across all genes with a significant Kruskal–Wallis test and significant post-hoc Dunn’s test including those in Fig. 5E. See Supplementary Table S4 for all genes tested. **(C)** Log_2_FC of paclitaxel EC_50_s, relative to the parental cell line with and without addition of 0.08 μM verapamil. P-values are shown for one-sided Mann–Whitney tests comparing paclitaxel resistance group 1 and paclitaxel resistance group 2 to DMSO control. Paclitaxel EC_50_s with verapamil treatment are not significantly different between paclitaxel resistance group 1 and group 2 (Wilcoxon test p-value = 0.8).

In addition to blocking Abcb1-mediated drug efflux, verapamil is also a calcium channel blocker. Therefore, we tested the hypothesis that calcium flux or signaling may differ between the two groups of paclitaxel resistant cell lines. We compared expression of calcium channels and calcium-dependent kinases between the paclitaxel resistant groups. We found that the calcium channel Cacna1e is more highly expressed in Paclitaxel Resistance Group 2 (Fig. 6B, Supplementary Fig. S2, Supplementary Tables S3 and S4).

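Cacna1e (ENSMUSG00000004110.17) lies on chromosome 1 of GRCm38 from 154390731 to 154884501. It was near the limit of detection: the 30 libraries together held 165 of its counts, 9 libraries held any, and it did not pass edgeR's filter on low counts. Its level was 0.470 ± 1.63 normalized CPM (SD, n = 12) in the lines labelled DMSO control, 1.65 ± 4.23 (SD, n = 9) in Paclitaxel Resistance Group 1 and 1.88 ± 1.76 (SD, n = 8) in Paclitaxel Resistance Group 2. The line labelled Pac F10, of Group 1, held 12.8. By the deposited labels, Group 1 and Group 2 were not distinguishable (exact two-sided rank-sum permutation test, p = 0.236). This result depended on the labels. Moving them from DMSO 12 on by one library, added after the values were seen, gave 0.382 ± 1.03 (SD, n = 9) in Group 1. Group 2 was then at 4.017 ± 3.975 (SD, n = 8), with an exact permutation p of 0.00403. The moved labels were chosen with the paper's tables in view and are not a second measurement. Among the other calcium genes of Supplementary Table S3, Cacna1f (ENSMUSG00000031142.17; chromosome X, 7607083 to 7635196) was lower in the lines labelled Group 2, at 87.1 ± 132.0 (SD, n = 8) against 191.9 ± 122.5 (SD, n = 9) in Group 1 and 298.9 ± 127.0 (SD, n = 12) in DMSO control (exact permutation test of Group 1 against Group 2, adjusted p = 0.0464). With the deposited labels, Cacna1f was not past the threshold between Group 1 and Group 2 by the chi-square and Dunn tests, without TMM, after thinning or without the lines labelled Pac C3 and DMSO 11, and was with DESeq2's size factors. edgeR's quasi-likelihood test gave an adjusted p of 0.564. The kinase gene Camk2a (ENSMUSG00000024617.16; chromosome 18, 60925618 to 60988152) was at 7.31 ± 3.82 (SD, n = 8) in Group 2, 4.13 ± 4.55 (SD, n = 9) in Group 1 and 1.11 ± 1.26 (SD, n = 12) in DMSO control (Group 1 against Group 2, exact permutation adjusted p = 0.110).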

Finally, to assess the role of Abcb1 drug efflux, Bcl2 signaling, and glutathione levels on paclitaxel resistance, we next performed paclitaxel dose response curves in the presence or absence of the highest non-toxic dose of the three compounds that inhibit these mechanisms of resistance. Treatment with 0.5 μM venetoclax or 10 μM buthionine sulfoximine did not affect paclitaxel sensitivity in any of our cell lines (Supplementary Fig. S3D,E). Treatment with 0.08 μM verapamil increased paclitaxel sensitivity of all the cell lines, however despite the differential collateral sensitivity to this agent between Paclitaxel Resistance Group 1 vs. group 2, both groups of cell lines were equally sensitized to paclitaxel by verapamil treatment. Verapamil treatment sensitized Paclitaxel Resistance Group 1 cell lines to the level of the DMSO control cell lines. However, Paclitaxel Resistance Group 2 remained significantly more resistant to paclitaxel than the DMSO control lines in the presence of verapamil (Fig. 6C).

## Discussion

We have established a method to reliably generate cell lines resistant to classical chemotherapies. We leveraged this technique to survey phenotypic responses collateral to acquiring classical chemotherapy resistance. Unexpectedly, we found that there was marked heterogeneity in collateral responses across cell lines exposed to the same evolutionary pressures. In fact, we observed that about half of the cell lines that acquired resistance to paclitaxel also acquired a collateral sensitivity to verapamil. This heterogeneity in collateral response across the resistant cell lines suggests the existence of many possible cellular responses to the evolutionary pressure of chemotherapy. This hypothesis is supported by recent work showing that multiple mechanisms of resistance to a drug lead to stochastic collateral effects of resistance to that drug^21^.

The drugs we used in our screen have known resistance mechanisms that can be engineered in the lab such as topoisomerase II mutation or decreased expression causing doxorubicin resistance, and mutations in α- and β-tubulin causing vincristine resistance^9,22,23^. However, after studying sensitivity to other compounds in our screen, in many cases, resistance did not appear to be based on these known mechanisms. For example, many doxorubicin and cisplatin resistant cell lines did not exhibit collateral resistance to 5-FU, a known Abcb1 drug efflux pump substrate^24^. Additionally, doxorubicin resistant cells were never collaterally sensitive to the topoisomerase I poison topotecan, as would be expected if resistance resulted from mutation or decreased expression of topoisomerase II^23^. Similarly, vincristine or paclitaxel resistance was not coincident with collateral sensitivity to the other drug, a result which would have been expected if resistance resulted from mutations in α- or β-tubulin. These results call into question the clinical relevance of the known lab-based mechanisms of classical chemotherapy—if lab-based evolution of resistance does not result from the known mechanisms of resistance, does patient-based evolution of resistance result from those mechanisms? In fact, review of the literature reveals that the relevance of known resistance mechanisms is unclear in many cases, motivating further work to understand the nuances of clinically relevant collateral effects of chemotherapy resistance^25–27^.

The paucity of differentially expressed genes between the phenotype-based groups of cell lines resistant to paclitaxel suggests that most of the alterations acquired during resistance evolution are passengers and unrelated to drug sensitivity. This is supported by our observations that the phenotypic-based and transcriptomic-based groups are not associated with each other. While the phenotypic-based groups do loosely cluster in transcriptomic space, it is clear that many of the alterations acquired are not associated with phenotypic response to other chemotherapies. This has important implications for study of tumor heterogeneity—transcriptomic profiling cannot be used as a proxy for phenotypic profiling because the relevant transcriptomic changes are obscured in a global analysis by unrelated changes caused by adaptation to the drug. In particular, certain approaches such as the connectivity map which seek to infer functional aspects of biology based on a transcriptional state may be misled by the myriad of unrelated variants^28^. Of course, transcriptomic analysis is also hindered by its descriptive nature—it is neither a mechanistic nor functional assessment of cellular behavior.

Combination dosing with verapamil revealed that paclitaxel resistance was largely mediated by Abcb1 drug efflux. Despite this finding, about half of the paclitaxel resistant cell lines (Paclitaxel Resistance Group 1) did not exhibit the broad cross-resistance to other chemotherapeutics expected in cell lines with higher expression of Abcb1. Specifically, cell lines in Paclitaxel Resistance Group 1 had either no or only moderate decreases in sensitivity to Abcb1 substrates including etoposide, doxorubicin, vincristine, 5-FU, and cisplatin, and increased sensitivity to the Abcb1 substrate actinomycin D. Interestingly, verapamil did not fully ameliorate paclitaxel resistance in the 2nd group of paclitaxel resistant cell lines. This group of cell lines (Paclitaxel Resistance Group 2) has increased expression of class III β-tubulin, an alteration that has been widely implicated in paclitaxel resistance both in the lab and in the clinic^29–32^. 

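Class III β-tubulin is encoded by Tubb3. In the lines labelled DMSO control it was at 1.98 ± 1.40 normalized CPM (SD, n = 12), and the largest count in any library was 137. Its log2 fold change against DMSO control was 2.95 in the lines labelled Paclitaxel Resistance Group 2 (standard error 0.804, adjusted p = 0.0205 in edgeR's quasi-likelihood test) and 2.25 in those labelled Group 1 (standard error 0.811, adjusted p = 0.168 in the same edgeR test). Neither passed the threshold of 0.01. In exact rank-sum permutation tests against DMSO control, the unadjusted p was 0.862 for Group 1 and 0.0314 for Group 2. The rise in Group 1 rested on the line labelled Pac C3, at 74.9 CPM. Without the lines labelled Pac C3 and DMSO 11, Group 1 was at 1.51 ± 1.42 (SD, n = 8) and DMSO control at 2.12 ± 1.37 (SD, n = 11). 6 of the 8 lines labelled Group 2 lay above the Group 1 median of 1.73. Moving the labels from DMSO 12 on by one library, added after the values were seen, gave 2.03 ± 2.52 (SD, n = 9) in Group 1. Group 2 was then at 24.6 ± 24.4 (SD, n = 8), with an exact permutation p of 0.000987 between the groups. The moved labels were chosen with the paper's tables in view and are not a second measurement.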

Interestingly, there are some reports that overexpression of class III β-tubulin can cause resistance to other tubulin binding agents and DNA-damaging agents, potentially explaining the difference in collateral drug sensitivity between the two groups of paclitaxel resistant cell lines^33^.

We also observed that this same group of paclitaxel resistant cell lines (group 2) is collaterally sensitive to verapamil. We suspect that this collateral sensitivity is not due to drug efflux per se, because both paclitaxel resistance groups have similar levels of Abcb1 expression and similar effects of verapamil co-treatment with paclitaxel. While determination of the mechanism of this collateral sensitivity is beyond the scope of this study, we have several hypotheses that could explain these observations. The first is that the cell lines in Paclitaxel Resistance Group 2 may be creating an endogenous toxic compound that is normally effluxed by Abcb1. The second is that verapamil has been shown to induce apoptosis by increasing glutathione efflux via MRP-1^34,35^. 

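MRP-1 is encoded by Abcc1 (ENSMUSG00000023088.17), on chromosome 16 of GRCm38 from 14361558 to 14475737. It was at 25.5 ± 6.45 normalized CPM (SD, n = 9) in the lines labelled Paclitaxel Resistance Group 1, 26.8 ± 6.93 (SD, n = 8) in those labelled Group 2 and 22.1 ± 4.27 (SD, n = 12) in DMSO control. Group 1 and Group 2 differed by less than the spread between lines (log2 ratio of means -0.07, exact two-sided rank-sum permutation test, p = 0.815). Against DMSO control, at 4.83 ± 5.69 (SD, n = 12), the log2 fold change of Gstm1 was 3.37 in the lines labelled Group 2 (standard error 0.581, adjusted p = 0.000610 in edgeR's quasi-likelihood test) and 2.18 in those labelled Group 1 (standard error 0.574, adjusted p = 0.0411 in the same edgeR test), of which only the first passed 0.01.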

Although these cell lines do not have different levels of MRP-1 (Supplementary Fig. S3F), nor do they have a differential response to inhibition of glutathione synthesis, they do have higher expression of the glutathione transferase Gstm1. These cells may have altered glutathione flux that causes the collateral sensitivity to verapamil. Finally, since verapamil alters intracellular calcium levels by blocking calcium channels, alterations in calcium flux or signaling may result in verapamil sensitivity. Intriguingly, one common side effect of paclitaxel treatment is peripheral neuropathy which may result from reduced calcium signaling^36^. We did observe higher expression of one calcium channel, Cacna1e, in cell lines with collateral sensitivity to verapamil, however this observation cannot confirm or reject this hypothesis. Further work is needed to test each of these hypotheses and determine the mechanism of this collateral sensitivity.

Examination of the changes in drug sensitivity across our DMSO control cell lines revealed several curious effects of our culturing system. First, we observed heterogeneity in sensitivity to several drugs including statins, YM155, sorafenib, 5-FU, chlorambucil, and topotecan. 

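Over the log2 normalized values of 10036 genes, the 66 pairs of the 12 lines labelled DMSO control lay between 54.9 and 137.5 apart in Euclidean distance, with a median of 86.1. The 136 pairs of lines labelled paclitaxel resistant lay between 67.1 and 200.5 apart, with a median of 121.9. There is 1 library per line, so variation between lines and between libraries cannot be told apart in these distances.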

We also observed heterogeneity in gene expression among the DMSO control cell lines, although differences between control cell lines were not concordant in transcriptomic and phenotypic space, echoing what we observed when comparing the paclitaxel resistant cell lines. 

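The nearest neighbour of each of the 12 lines labelled DMSO control was taken in a principal component analysis of its own normalized expression values and in another of the paper's log2 EC_50_ fold changes for the 20 drugs with a value in every line, on PC1 and PC2. It was the same line in both for 0 of the 12 lines, a count for which a permutation test has no other outcome than p = 1. The alternatives that moved this most were the Euclidean distance over all genes and all drugs, with 2 lines (DMSO 1 and DMSO 9; permutation test of the line names, 100000 resamples, p = 0.299), and scaling each gene and drug to unit variance, with 2 lines (DMSO 3 and DMSO 9; permutation p = 0.307).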

Specifically, the DMSO control lines only shared nearest neighbors in drug sensitivity and transcriptome PCA space in two out of 12 cases (Fig. S3).

We observed that some aspect of the growth conditions during the evolution of resistance, such as the extended culturing time, or culturing in the presence of DMSO caused increased sensitivity to two statins and to YM155 in many of the control cell lines. The mechanism behind the control cell lines’ ‘collateral’ sensitivities to the statins and YM155 is unknown. Recently there has been evidence in the literature that statins may be effective as cancer therapies; however, these results need to be carefully considered if culturing techniques can affect cell lines’ statin sensitivity^37–40^.

After removing artifact drugs for which the DMSO control cell lines exhibited changes in sensitivity, we observed many collateral resistances in our resistant cell lines, but only one collateral sensitivity in eight out of 112 cell lines. Intriguingly, this result supports a recently revived theory termed independent action which posits that drug combinations are effective not because of synergy or other interaction between drugs, but rather because one drug will be effective for each individual cell or tumor. Under this paradigm, drug combinations are effective simply because multiple drugs represent multiple ‘shots on goal’ for an individual in a population with heterogeneous and difficult-to-predict drug sensitivities^41,42^. Current combination regimens are effective largely because the drugs within them act independently of each other, and drug interactions like collateral sensitivity are rare.

The fact that collateral sensitivity to classical chemotherapies is rare even in the single agent setting tested here underlines the reality that our understanding of the short- and long-term effects of these drugs is lacking. In contrast, resistance to targeted therapies is much better understood, and in fact targeted therapies induce collateral sensitivities. However, in the clinic, poor response to 1st-line treatment with classical chemotherapy is predictive of failure of 2nd-line therapies. This observation predicts the result we observed but is complicated by the fact that most patients are treated with more than one agent. Perhaps the early use of classical chemotherapies in treatment is problematic and should instead be a last resort. Instead, to extend patient survival, frontline therapy should consist of combinations of targeted therapies which have more predictable resistance mechanisms and can result in treatable collateral sensitivities.

The sparsity of collateral sensitivities to classical chemotherapies is surprising, as collateral sensitivity has been widely documented in response to antibiotic resistance^3,43–45^, as well as to targeted chemotherapy resistance^6,46^. While antibiotics and targeted therapies are thought to interact relatively specifically with their targets, classical chemotherapies are thought to be more promiscuous and thus have a wider distribution of binding affinities for entities within the cell^47–49^. Our results lead us to hypothesize that collateral sensitivities result from strong evolutionary pressure on one or a small number of specific targets within the cell. In these cases, resistance can result from on-target mutations or target bypass, both of which can produce novel and exploitable sensitivities^46,50–52^. In contrast, the diffuse evolutionary pressure exerted by a compound with many binding partners would not be addressed by any single mutation or bypass mechanism as many cellular processes are affected. In this case, resistance may instead result from a more general state change, for example, to an anti-apoptotic state which would not be vulnerable to inhibition of any specific node within the cell. This paradigm leads to our observed result—rare collateral sensitivities to classical chemotherapies, while others have observed collateral sensitivities to antibiotics and targeted therapies.

Our results, showing the sparsity of collateral sensitivities to classical chemotherapy resistance, motivates further work to better understand mechanisms of action and resistance to these agents. Furthermore, efforts are needed to understand which combinations of classical chemotherapies work well together in order to rationally design novel combination regimens. This work is complicated by our observation of heterogeneity in phenotypic response to acquisition of classical chemotherapy resistance which is not explained by differences in gene expression. The discussion of heterogeneity in cancer has previously focused on inter-patient heterogeneity, heterogeneity between metastases within a patient, and intra-tumor heterogeneity. We have uncovered a new dimension of heterogeneity which needs to be further explored—heterogeneity in response and resistance to chemotherapy (Fig. 7).

**Figure 7:**
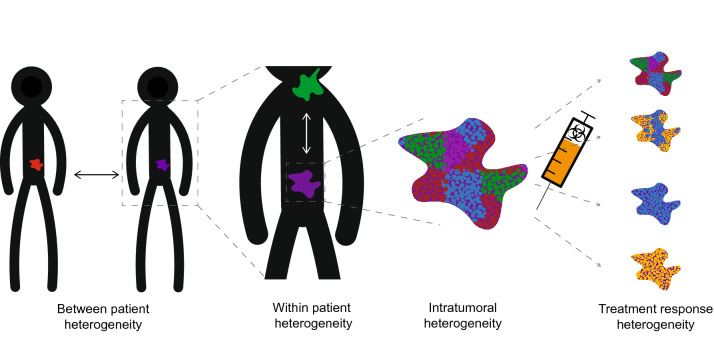
Schematic of a new dimension of tumor heterogeneity. Scientists and physicians have previously investigated heterogeneity between tumors in different patients, heterogeneity between different tumors in the same patient, and heterogeneity within the same tumor. Heterogeneity in tumor response to treatment also needs to be investigated.

## Materials and methods

### Cell culture and chemicals

Murine Eµ-Myc; p19^ARF−/−^ *-*B-cell lymphomas^16^ (a gift from Dr. Charles Sherr, St. Jude) were cultured in B-cell medium *(45%* DMEM, *45%* IMDM, 10% FBS, supplemented with 2 mM l-glutamine and 5 μM β-mercaptoethanol). All cell lines were routinely tested for mycoplasma contamination using MycoAlert (Lonza). All drugs were obtained from LC Laboratories, Sigma-Aldrich, Calbiochem, or Tocris Biosciences. All drugs were dissolved in DMSO except cisplatin, which was dissolved in 0.9% saline.

### Creation of resistant cell lines

10,000 cells were seeded into each well of 96-well plates (Falcon), then treated with a dose of a chemotherapeutic to kill 85% of cells after three days. After treatment, viability was assessed via PI staining and FACS. Cells were spun out of drug and allowed to recover in drug-free media for 4 days. During recovery, cells were split as individual wells’ media color started to change. On day 4, all wells were split to approximately 10,000 cells per well and the removed cells were frozen at −80 °C in PCR plates. The cycle was repeated for 12–18 weeks.

### Cell viability assay

Cells were seeded in cell-culture treated 384-well plates (Falcon), then cells were treated as indicated. Cell viability was measured after 72 h using resazurin sodium salt (Sigma). Resazurin was used at 0.008 mg/mL and plates were analyzed 6 h after addition. Fluorescence was measured using the Tecan M200 Pro at an excitation of 550 nm and emission of 600 nm.

### Calculation of EC_50_s

The following analysis was performed in Matlab: median fluorescence of wells without cells was subtracted from all wells on the same plate. Viability was then normalized to cell growth by dividing all corrected fluorescence values by the median corrected fluorescence of wells containing untreated cells. Viability data was then fit to the following four-parameter hill curve:

1 $$viability= {A}_{inf}+ \frac{{A}_{0}- {A}_{inf}}{1+{\left(\frac{[drug]}{EC50}\right)}^{n}}$$

where A_inf_ is the viability at high doses of the drug, and A_0_ is the viability with low or no drug. Sensitivity metrics were generated for each replicate individually, which were then used for further statistical analyses.

### RNA-sequencing and differential gene expression analysis

Total RNA was prepared from the paclitaxel resistant cell lines, the DMSO control cell lines, and the parental cell line using the RNeasy Mini Kit (Qiagen), per the manufacturer’s protocol, and included the on-column DNAse step (Qiagen).

RNA samples were quantified and quality assessed using an Advanced Analytical Fragment Analyzer. The initial steps were performed on a Tecan EVO150.10 ng of total RNA was used for library preparation. 3’DGE-custom primers 3V6NEXT-bmc#1-15 were added to a final concentration of 1 µM. (5'-/5Biosg/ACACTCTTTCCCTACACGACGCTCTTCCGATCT[BC_6_]N_10_T_30_VN-3' where 5Biosg = 5’ biotin, [BC6] = 6 bp barcode specific to each sample/well, N10 = Unique Molecular Identifiers, Integrated DNA technologies), to generate two subpools of 15 samples each.

After addition of the oligonucleotides, Maxima H Minus RT was added per manufacturer’s recommendations with Template-Switching oligo 5V6NEXT (10 µM, [5V6NEXT : 5’-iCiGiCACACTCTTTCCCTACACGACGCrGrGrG-3’ where iC: iso-dC, iG: iso-dG, rG: RNA G ]) followed by incubation at 42 °C for 90 min and inactivation at 80 °C for 10 min.

Following the template switching reaction, cDNA from 15 wells containing unique well identifiers were pooled together and cleaned using RNA Ampure beads at 1.0×. cDNA was eluted with 17 µl of water followed by digestion with Exonuclease I at 37 °C for 30 min, and inactivated at 80 °C for 20 min.

Second strand synthesis and PCR amplification was done by adding the Advantage 2 Polymerase Mix (Clontech) and the SINGV6 primer (10 pmol, Integrated DNA Technologies 5’-/5Biosg/ACACTCTTTCCCTACACGACGC-3’) directly to the exonuclease reaction. 8 cycles of PCR were performed followed by clean up using regular SPRI beads at 0.6×, and eluted with 20 µl of EB. Successful amplification of cDNA was confirmed using the Fragment Analyzer^53,54^.

Illumina libraries were then produced using standard Nextera tagmentation substituting P5NEXTPT5-bmc primer (25 μM, Integrated DNA Technologies, (5’-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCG*A*T*C*T*-3’ where * = phosphorothioate bonds) in place of the normal N500 primer.

Final libraries were cleaned using SPRI beads at 0.7× and quantified using the Fragment Analyzer and qPCR before being loaded for paired-end sequencing using the Illumina NextSeq500 in paired-end mode (26/50 nt reads).

Quality control was done with FastQC version 0.11.4^55^. Single-end reads were aligned to the GRCm38 mm10 assembly with gencode M25 annotation using STAR version 2.5.1b^56^. Gene counts from STAR were used to perform differential gene expression analysis with R version 3.6 using edgeR version 3.32.0^57,58^. Gene expression differences at the total gene level were considered significant at an FDR of < 0.01.

### Gene set enrichment analysis

GSEA was performed on the described differentially expressed genes using clusterProfiler^59^ using the hallmark gene sets in MSigDB^60^ with an FDR correction and a p-value cutoff of 0.05. enrichplot was used to make the GSEA plots^61^.

### qPCR

RNA was prepared from the indicated cell lines using the Quick-RNA Miniprep Kit (Zymo Research) and reverse transcribed with SuperScript IV Reverse Transcriptase (Thermo Fischer). Real-time PCR reactions were performed using PrimeTime Gene Expression Master Mix (IDT) on a LightCycler 480 II (Roche). Data were analyzed using the ΔΔCT method, and relative mRNA levels were normalized to Pgk1 levels. Primers used were IDT Predesigned Taqman Gene Expression Arrays for for Bcl-xL (Mm00437783_m1), Mcp-1 (Mm00441242_m1), Abcb1a (Mm00440761_m1), Abcb1b (Mm00440736_m1), and Pgk1 (Mm.PT.39a.22214854).

### ELISA assays

The indicated cell lines were seeded in 6-well tissue culture plates for 24H. The media from those plates was centrifuged to remove cells, supernatant collected, and stored at −80 °C until measuring of IL-6 levels with a kit from Thermo Fisher (88-7064-88).

### Statistical analysis

Statistics were performed using GraphPad Prism 5 (GraphPad Software Inc) and R version 3.6. All error bars represent standard error of the mean.

## Supplementary Information

Supplementary Figure S1.

Supplementary Figure S2.

Supplementary Figure S3.

Supplementary Figure S4.

Supplementary Information.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

## Data Availability

The datasets generated during and/or analyzed during the current study are available in the GEO repository under accession number GSE166425. All data needed to evaluate the conclusions in the paper are present in the manuscript.

# Supplementary material for: Collateral responses to classical cytotoxic chemotherapies are heterogeneous and sensitivities are sparse
**Source:** Sci Rep. 2022 Mar 31;12:5453. doi: 10.1038/s41598-022-09319-1
**Supplement:** Supplementary file 5 — Supplementary Information.

Supplementary Information

Title: Collateral Responses to Classical Cytotoxic Chemotherapies are Heterogeneous and Sensitivities are Sparse

**Authors:** Simona Dalin^1,2^, Beatrice Grauman-Boss^1,2^, Douglas A. Lauffenburger^1,3,*^, Michael T. Hemann^1,2,*^

**Including:**

- Supplementary figure and table legends
- Supplementary references

**Supplemental Figures and Legends:**

**Fig. S1** Gene expression differences between phenotype-based paclitaxel resistant cell line groups. **(A-C)** Volcano plots of differential gene expression between, **(A)** DMSO control and Paclitaxel Resistant Group1, **(B)** DMSO control and Paclitaxel Resistant Group 2, and **(C)** Paclitaxel Resistant Group 1 and Paclitaxel Resistant Group 2. Genes highlighted in red have greater than 1.5-fold change in gene expression, and FDR > 0.01. **(D-F)** Enrichment of hallmark gene sets in genes differentially expressed between **(D)** DMSO control and Paclitaxel Resistant Group1, **(E)** DMSO control and Paclitaxel Resistant Group 2, and **(F)** Paclitaxel Resistant Group 1 and Paclitaxel Resistant Group 2. NES = normalized enrichment score.

**Fig. S2** Differences in gene expression for paclitaxel resistance related genes between phenotype-based paclitaxel resistant cell line groups. TMM-normalized counts for genes with a significant Kruskal-Wallis test are shown.

**Fig. S3** Buthionine Sulfoximine and Venetoclax do not affect paclitaxel resistant cell lines **(A)** qPCR measurement of levels of Abcb1a, Abcb1b, Bcl-xL, and Mcp-1 in the DMSO control and paclitaxel resistant cell lines relative to levels in the parental cell line. ND = not detected. **(B-C)** Dose response curves with buthionine sulfoximine (B) and venetoclax (C) in the DMSO control and paclitaxel resistant cell lines. **(D-E)** Log_2_FC of paclitaxel EC_50_s, relative to the parental cell line with and without addition of 10 μM buthionine sulfoximine (D) or 0.5 μM venetoclax (E). **(F)** TMM-normalized counts for Mrp-1 are shown. Result of Mann-Whitney test comparing paclitaxel resistance group 1 to group 2 is shown. NS = not significant.

**Fig. S4** Heterogeneity and phenotype/transcriptome discordance among DMSO control cell lines. **(A)** PCA plots of log_2_ EC_50_ fold change values and **(B)** log of TMM-normalized counts-per-million expression values from RNA-seq for the DMSO control lines.

**Table S1** Log_2_ fold changes and EC_50_ values for each drug and cell line tested.

**Table S2** Global differential gene expression between each paclitaxel resistant group and DMSO control group. For Paclitaxel Resistant Group 1 vs. DMSO control group, Paclitaxel Resistant Group 2 vs. DMSO control group, and Paclitaxel Resistant Group 1 vs. Paclitaxel Resistant Group 2, results of differential gene expression analysis with EdgeR are reported.

**Table S3** Genes proposed to be involved in resistance to paclitaxel, based on a literature review. Gene name, description, proposed paclitaxel resistance mechanism, and P-value, and FDR of Kruskal-Wallis test comparing expression between the two paclitaxel resistant groups are included. See supplemental references for citations. See Supplemental References for references

**Table S4** Dunn Post-Test results of gene expression differences between each paclitaxel resistant group and DMSO control group. For each gene and comparison indicated, the Dunn test Z-score, P-value, and FDR-adjusted P-value is reported.

**Supplemental References**

1. Kavallaris, M. Microtubules and resistance to tubulin-binding agents. *Nat. Rev. Cancer* **10**, 194–204 (2010) PMID:20147901.

2. Chen, Z. *et al.* Mammalian drug efflux transporters of the ATP binding cassette (ABC) family in multidrug resistance: A review of the past decade. *Cancer Lett.* **370**, 153–164 (2016) PMID:26499806.

3. Gupta, N., Gupta, P. & Srivastava, S. K. Penfluridol overcomes paclitaxel resistance in metastatic breast cancer. *Sci. Rep.* **9**, 1–14 (2019) PMID:30911062.

4. Wang, Y. *et al.* Autocrine production of interleukin-6 confers cisplatin and paclitaxel resistance in ovarian cancer cells. *Cancer Lett.* **295**, 110–123 (2010) PMID:20236757.

5. Kutuk, O. & Letai, A. Alteration of the mitochondrial apoptotic pathway is key to acquired paclitaxel resistance and can be reversed by ABT-737. *Cancer Res.* **68**, 7985–7994 (2008) PMID:18829556.

6. Feng, Q. *et al.* Targeting G6PD reverses paclitaxel resistance in ovarian cancer by suppressing GSTP1. *Biochem. Pharmacol.* **178**, 114092 (2020) PMID:32535103.

7. Murphy, M., Hinman, A. & Levine, A. J. Wild-type p53 negatively regulates the expression of a microtubule- associated protein. *Genes Dev.* **10**, 2971–2980 (1996) PMID:8956998.

How the deposited data were processed for this re-analysis (not part of the article)

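RNA from 30 cell lines was sequenced as 3′-end digital gene expression libraries, 1 per line. The authors added a barcode and a random molecular identifier to each cDNA in 2 subpools of 15 lines, sequenced paired ends, aligned single-end reads to GRCm38 with STAR and deposited the whole-number counts that STAR gave per gene without normalization or filter. Which line was in which subpool is not stated in the paper or the labels, so this batch was not modelled, and the paper's text does not say whether molecular identifiers were collapsed. A symbol was found for 55141 of the gene identifiers. Symbols and positions were those of gencode release M21, where the paper names M25. Columns of per-sample values not used numbered 0.

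The labels give the treatment of each line. The phenotype groups of the 17 paclitaxel resistant lines were read from the colours of the line names in Fig. 5A,B and the clusters of Fig. 4C. There were 12 DMSO control lines, 9 lines of Paclitaxel Resistance Group 1, 8 of Paclitaxel Resistance Group 2 and the parental line. Library totals ran from 480919 to 6739131 counts. At the smallest total, low genes are at the floor of 3 counts, and a fold change against a group whose libraries all held 3 counts or fewer is given as a lower bound. If molecular identifiers were not collapsed, counts are not independent molecules. The intervals of the count models cover the spread between libraries and counting error only.

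Differential expression was tested on the deposited counts with edgeR 4.0.16 in R 4.3.3 (TMM factors, filterByExpr, the quasi-likelihood F test, Benjamini-Hochberg adjustment, threshold 0.01), with the 3 groups in one fit and the parental library outside it. The filter kept 10036 genes. The paper's methods name edgeR and the same threshold without the test, and Supplementary Table S2 lists likelihood ratios. Principal components, Euclidean distances and nearest neighbours used log2 TMM-normalized CPM with a prior count of 2. Separation of DMSO control and paclitaxel resistant lines was measured by the mean silhouette on PC1 and PC2 with 100000 permutations of the labels. Transcriptome groups were split at the widest gap along PC1 and compared with the phenotype groups by Fisher's exact test. Distances and single genes were compared by exact rank-sum permutation tests, and the genes of Supplementary Table S3 by a Kruskal-Wallis statistic with 100000 permutations, adjusted over the list at 0.05, followed by exact rank-sum permutation tests of the pairs of groups. Gene lists were scored with fgsea 1.28.0 and with camera from limma 3.58.1. Permutations were run in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. The EC_50_ fold changes of the DMSO control lines are those of the paper's supplementary table.

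Named genes are those the paper names, the genes of Supplementary Table S4, the neighbours of Abcb1b, Myc and Cdkn2a, and the 3 genes with the lowest p in each comparison. Alternatives were edgeR's likelihood ratio test, DESeq2 1.42.0, RLE factors, other filters and thresholds, the parental library added, fits of only 2 groups, the lines labelled Pac C3 and DMSO 11 left out, log10 total counts as a covariate, thinning of every library to 480919 counts, other scalings and prior counts, other definitions of the transcriptome groups, other gene lists and rankings, and other distances. Moving each label from DMSO 12 on by one library, with either edgeR test, was added after the values were seen. The gene sets the paper used were not used here, and lists written from general knowledge took their place, with Reactome's interferon signaling and cytokine signaling lists as alternatives.

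The differential expression code was tested on simulated data. At the dispersion of the real libraries, 174 of 194 tested genes that had been changed 4-fold were recovered, with 2 false calls among 9863 genes and 0 calls in a comparison without change. On a simulated table of 108 genes, the Kruskal-Wallis code recovered 20 of 20 shifted genes with 1 false call, and the list code called the 1 shifted list of 20 and none of the others. The genes of the Kruskal-Wallis table were shifted by more than 4-fold and drawn only from genes with counts in most lines. Their recovery therefore does not bear on smaller differences or on genes near the floor. The 2 checks of the labels, of fold changes against Supplementary Table S2 and of line positions against Fig. 5A, went against the labels from DMSO 12 on, and all values are given by the deposited labels.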

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

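Of the tests given in this part, those of the labels were chosen only after the results they bear on were seen, and the correlation with depth was planned over all 17 lines and taken within clusters once the clusters were seen, when the sides of PC1 after thinning were also compared. 6 of 22 groups of values had a line far from the others by Dixon's test, where chance gives about 1 in 20. In the lines labelled Paclitaxel Resistance Group 2, Pac A6 held 99.9 CPM of Bst1 (next highest 36.9), Pac G9 held 98.3 of Dglucy (next 38.5) and 251.9 of Abcb1b (next 118.5). In the lines labelled Paclitaxel Resistance Group 1, Pac C3 held 74.9 of Tubb3 (next 3.50), Pac F10 held 12.8 of Cacna1e (next 1.72), and Pac F10 lay at 91.8 on PC1 (next -4.34).

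A technical explanation for these lines is that the labels do not belong to their libraries. With each label from DMSO 12 on moved by one library, the median absolute difference from the log2 fold changes of Supplementary Table S2 was 0.0047 for Group 1 against DMSO control, against 0.16 with the deposited labels. The 13 line names whose positions could be read from Fig. 5A then lay at a median distance of 2.60 from their libraries, against 45.8. Under the moved labels the highest Group 2 line held 11.0 CPM of Bst1 and 11.8 of Dglucy, and the highest Group 1 line held 8.16 of Tubb3. The same libraries then stood highest in the other group, with 99.9 CPM of Bst1 and 98.3 of Dglucy in Group 1 and 74.9 of Tubb3 and 12.8 of Cacna1e in Group 2. The move did not remove the high value of Abcb1b, at 252 CPM in Group 1 (mean 100, SD 62.7). The moved labels were chosen with the paper's tables in view, so these values are a hypothesis about the labels and may not be read as a second measurement. Library depth was also considered. After thinning to equal depth, Group 1 still stood at 11.4 ± 31.8 CPM of Tubb3 and 2.61 ± 6.31 of Cacna1e (SD, n = 9), spreads larger than the means as before. Within the 11 lines of lower PC1, PC1 rose with log10 total counts (r = 0.691, permutation p = 0.0138, adjusted p = 0.0277; rho = 0.455, permutation p = 0.165), a relation that rested on 2 libraries (r = 0.416 without them, permutation p = 0.273), and the line labelled Pac F10 is not among those 11. After thinning to equal depth the correlation was -0.448 (permutation p = 0.166) and all 17 lines, Pac F10 included, stayed on their side of the gap, so unequal depth does not account for the side on which that line lay. The design gives no condition that separates single lines of a group, so no biological explanation was tested.

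Abcb4, G6pdx and Cacna1f differed between the lines labelled Group 1 and Group 2 (exact rank-sum permutation tests, adjusted p = 0.0219, 0.0411 and 0.0464). Medians were 2.58 and 9.72 CPM for Abcb4, 127.1 and 66.2 for G6pdx and 188.4 and 16.7 for Cacna1f. All 8 Group 2 lines lay above the Group 1 median for Abcb4, 7 of the 9 Group 1 lines above the Group 2 median for G6pdx and 7 of 9 for Cacna1f. 24 of 100 splits of the 17 lines into 9 and 8, the real one included, gave 3 or more of the Table S3 genes, so the number of such genes is no larger than other groupings of the lines give. None of the 3 genes was past the threshold between the groups after thinning, and edgeR's quasi-likelihood test gave adjusted p = 0.851, 0.539 and 0.564. Reads shared with its paralog Abcb1b do not account for Abcb4, since no library labelled DMSO control held more than 3 counts of Abcb4 at 34.1 CPM of Abcb1b, and the line with the most Abcb1b (Pac G9, 251.9 CPM) held 10.0 of Abcb4 where Pac F10 held 56.5 at 106.3 of Abcb1b. A difference in resistance phenotype between the groups is a possible biological explanation that could not be told apart from the grouping of lines (24 of 100 splits) or from the labels (0.0047 against 0.16).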

How the results depend on the processing

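All alternatives but the moved labels were chosen before the data were examined; moving the labels from DMSO 12 on by one library, with edgeR's quasi-likelihood or likelihood ratio test, was added after the values were seen. Of the tests in this part, those with moved labels were chosen only after the results were seen, and the correlation of PC1 with depth was planned over all 17 lines and taken within clusters once the clusters were seen. No paired analysis was possible because the line numbers of the groups do not pair lines. Over the values that answer a comparison, 87 were unchanged under the alternatives chosen beforehand, 11 were weaker, 2 stronger, 18 moved and 10 reversed. The cause was not tested for any of them. A tested value was unchanged if it kept its direction and side of the threshold, and a count if it was equal or within 1.5 times. The count of 0 genes between Group 1 and Group 2 thus scored as unchanged wherever it stayed 0. For single named genes the same alternatives gave 111 unchanged, 5 weaker, 4 stronger and 1 reversed, the log2 fold change of Bst1 between Group 1 and Group 2 (-0.17 after thinning). These counts cover 1 or more comparisons per gene but not all, with permutation p values not adjusted over pairs of groups, and outside them the log2 fold change of Bst1 in Group 2 against DMSO control also changed sign after thinning, from -0.40 to 0.37. The moved labels gave 17 unchanged and 10 stronger for the single genes, and 10 unchanged, 2 weaker, 1 stronger, 8 moved and 5 reversed for the values that answer a comparison.

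The number of differentially expressed genes, 43 for Group 1 against DMSO control, 196 for Group 2 against DMSO control and 0 for Group 1 against Group 2 (905 at an unadjusted p under 0.05), became 130, 475 and 1 with the likelihood ratio test, 143, 526 and 0 (1015 unadjusted) with DESeq2, and 166, 891 and 0 at a threshold of 0.05. With log10 total counts as a covariate the first was 21. Without the lines labelled Pac C3 and DMSO 11 the second was 507, of which 59.4% were higher in Group 2 against 50% before. Thinning to 480919 counts left 0 (337 unadjusted), 18 and 0 (237 unadjusted). The moved labels gave 237, 456 and 33 genes, and 412, 769 and 111 with the likelihood ratio test. Of the 43 genes, 42 were also called with the likelihood ratio test, and of the 196, 192 with DESeq2. Without the lines labelled Pac C3 and DMSO 11, 27 of the 43 and 192 of the 196 were called again. With log10 total counts as a covariate, 20 and 194 were. With genes of at least 10 counts in every library, 17 and 89 were, but only 4131 genes were then tested. The smallest library, labelled Pac C1, lay at -65.34 on PC1 and 72.94 on PC2. It stayed in wherever the lines labelled Pac C3 and DMSO 11, or Pac C3 alone, were left out. Those alternatives therefore do not test dependence on that library. RLE factors, other filters, the parental library, fits of only 2 groups and a 1.5-fold minimum kept each count within 1.5 times. Another normalization (RLE) moved the share of higher genes from 48.8% to 53.3% and from 50% to 52.9%.

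The separation of DMSO control and paclitaxel resistant lines kept a permutation p under 0.05 under every alternative (silhouette 0.171 to 0.409), but the paclitaxel resistant lines nearer to their own class fell from 16 of 17 to 7 with scaled genes and 11 with a prior count of 0.5. The Fisher p of transcriptome against phenotype groups, 0.0498, was 0.335 with membership read from Fig. 5A, 1 with a prior count of 0.5, 1 with the 500 most variable genes and 0.335 with moved labels. The prior count and the most variable genes set only 1 line apart, where this test can give no p under 0.05. The difference between distances across and within groups, -0.956 for Group 1, reversed to 1.48 without Pac C3, 1.80 with scaled genes, 1.05 with the 500 most variable genes, 4.46 with genes of at least 10 counts in every library, 9.46 after thinning and 12.3 with moved labels. For Group 2 it reversed from 6.26 to -2.63 with the same count filter, -6.98 after thinning and -1.27 with moved labels. The correlation of PC1 with depth within the 11 lines of lower PC1, 0.691, was 0.755 with a prior count of 0.5, 0.579 with scaled genes, 0.161 with the 500 most variable genes, -0.231 with the count filter and -0.448 after thinning. The correlation of PC1 with the genes detected after thinning was 0.805 within these lines. In the same order of alternatives it was 0.770, 0.745, 0.115, 0.247 and 0.189.

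Of the genes of Supplementary Table S3, 13 differed between the 3 groups and 3 between Group 1 and Group 2. Thinning left 1 and 0 (14 genes had an unadjusted p under 0.05 between the 3 groups), the chi-square and Dunn tests left 1 of the 3, and the moved labels gave 22 and 8. The log2 ratio of Abcb1b between Group 1 and Group 2, -0.42, reversed to 0.22 with moved labels. The number of DMSO control lines with a shared nearest neighbour, 0, was 1 with a PCA of all 30 lines, 2 with Euclidean distances over all genes and drugs and 2 with scaled values. The number of neighbours of Abcb1b that were higher and past the threshold, 4, was 0 after thinning, where 3 of 5 tested were higher, against 6 of 7 before.

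After thinning, the enrichment scores of the interferon list were 1.72 (Group 1 against DMSO control), 1.67 (Group 2 against DMSO control) and, reversed, 0.670 (Group 1 against Group 2), and for Group 2 against DMSO control those of the TNF list 1.26 and of the inflammatory list 1.52, all short of the threshold. Camera gave an adjusted p of 0.0745 for the TNF list and 0.229 for the inflammatory list in Group 2 against DMSO control, where the other alternatives chosen beforehand ranged from 0.00342 to 0.253 and from 0.00692 to 0.100. Ranking by log2 fold change raised the TNF list in Group 1 to 1.67, past the threshold, and Reactome's cytokine signaling list, in place of the inflammatory one, was past it between Group 1 and Group 2 (-1.45). With moved labels, the scores between Group 1 and Group 2 were 2.62 for interferon and 1.05 for inflammation, both reversed, and -1.76 for TNF, and the inflammatory list in Group 2 against DMSO control was at 1.43.

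The smallest library limits what thinning can show: 6285 genes were left to test at 480919 counts per library, against 10036. Genes outside the 6285 could not be called there, and why tested genes lost their calls was not examined. Abcb1a, Cacna1e, Il6 and Bcl2l1 were too low for a model at any setting but that without a filter.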

Differences from the paper's values

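The tests with moved labels in this part were chosen only after the results were seen. The paper's fold changes lay closer to the moved labels than to the deposited ones. Values by group set against the paper's here may therefore rest on different groups of libraries. The paper reports 2 differentially expressed genes between Group 1 and Group 2 and the deposited labels gave 0 (905 at an unadjusted p under 0.05). None of the alternatives set before the data were examined gave 2. The likelihood ratio test gave 1, C430042M11Rik. With each label from DMSO 12 on moved by one library, a setting chosen after seeing the values, 33 genes were called, Bst1 and Dglucy among them (adjusted p = 0.000217 each, edgeR's quasi-likelihood test), and the likelihood ratio test under those labels, also chosen after seeing the values, called 111 genes with the same genes among them (adjusted p = 1.71e-08 for Bst1 and for Dglucy, edgeR). Further forms of the likelihood ratio test tried with the moved labels, also chosen after seeing the values, gave 111 genes or more, and none gave the paper's number.

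The paper's Fisher p for transcriptome against phenotype groups is 0.33 and the value here was 0.0498. Complete-linkage clusters, scaled genes, a prior count of 0.5, the 500 most variable genes, the count filter and thinning did not come within 1.5 times. They were set before the data were examined, as was membership read from Fig. 5A. That membership gave 0.335, but it takes both groupings from the paper's figures and so only repeats the paper's comparison. The moved labels, chosen after seeing the values, also gave 0.335. The paper reports 2 DMSO control lines with a shared nearest neighbour, against 0 here. Euclidean distances over all genes and drugs and scaling each gene and drug gave 2, while a PCA of all 30 lines gave 1, thinning gave 0, and the moved labels, chosen after seeing the values, gave 0.

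Against DMSO control, the paper's log2 fold change of Abcb1b in Group 1 is 1.72 and the value here was 1.22. In Group 2, the paper's log2 fold changes are -2.70 for Bst1 (here -0.40), -2.59 for Dglucy (here -0.092), -1.43 for G6pdx (here -1.12) and 3.83 for Tubb3 (here 2.95). None of the alternatives set before the data were examined closed these gaps. The moved labels, chosen after seeing the values, gave 1.72 for Abcb1b, -2.73 for Bst1, -2.68 for Dglucy, -1.44 for G6pdx and 3.82 for Tubb3.

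The paper's adjusted p values between Group 1 and Group 2, from Dunn's test, are 5.04e-05 for Bax, 0.0218 for G6pdx, 0.0429 for Gstm1, 0.00144 for Tubb3, 0.00323 for Cacna1e and 0.976 for Abcb1b. The exact permutation tests here, adjusted over the 3 pairs of groups, gave 0.382, 0.0411, 0.0745, 0.206, 0.236 and 0.481 in the same order, and Bax, Tubb3 and Cacna1e were not past the Kruskal-Wallis threshold that comes before them. Of the alternatives set before the data were examined, leaving out Pac C3 and DMSO 11 gave 0.0156 for G6pdx and thinning gave 0.0370 for Gstm1, then not past the Kruskal-Wallis threshold. Dunn's test, the paper's own and also set beforehand, gave 0.0521 for G6pdx, 0.175 for Gstm1 and 0.54 for Abcb1b here. No such alternative came within 1.5 times for Bax, Tubb3, Cacna1e or Abcb1b, although Tubb3 was at 0.0447 after thinning, also without passing the Kruskal-Wallis threshold, and at 0.0759 without Pac C3 and DMSO 11. The moved labels, chosen after seeing the values, gave adjusted p = 0.000123 for Bax, 0.000864 for G6pdx, 0.00827 for Gstm1, 0.00148 for Tubb3, 0.00605 for Cacna1e and 0.963 for Abcb1b, all by exact permutation tests.

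The paper states that Bst1 and Dglucy are higher in Group 1. With the deposited labels their log2 fold changes were 0.41 and 0.07 and were not distinguishable from 0 (adjusted p = 0.795 and 0.967, edgeR's quasi-likelihood test). It names Bax, Gstm1 and Tubb3 as different between Group 1 and Group 2 and Cacna1e as higher in Group 2, where the deposited labels gave none of these as different, and Abcb4 and Cacna1f in their place beside G6pdx. The paper states that lines of a phenotype group lie significantly closer to their own group in transcriptome space. The adjusted p here was 1 for Group 1 and 0.585 for Group 2, no alternative was under 0.05, and the moved labels, chosen after seeing the values, gave 0.0755 for Group 1 and 1 for Group 2 (exact permutation tests). The paper places immune gene sets at the top of each comparison. Between Group 1 and Group 2 none of the 3 lists was past the threshold (adjusted p from 0.146 to 0.833, fgsea), Reactome's cytokine signaling list was (0.0155), and so were the interferon list (3.34e-08) and the TNF list (0.00895) with the moved labels, chosen after seeing the values. On PC1, 6 of the 17 paclitaxel resistant lines lay on the other side than in Fig. 5A.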

Other observations

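Of the tests in this part, the 2 tests of the labels were chosen only after the results they bear on were seen, and the tests of depth and of genes detected within clusters of lines replaced those predicted beforehand over all 17 lines once the clusters were seen. The comparison of the sides of PC1 after thinning was also chosen after the result.

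The labels were tested as a mislabelling of libraries. Of 58 relabelings that each moved a run of labels by one library, those that moved every label from a DMSO control library on to the library before gave the smallest differences from Supplementary Table S2. Their median absolute differences in log2 fold change were 0.0047 over 1906 genes (Group 1 against DMSO control) and 0.018 over 79 genes (Group 2 against DMSO control), against 0.16 and 0.67 with the deposited labels. The fold changes of groups cannot tell at which of the 12 DMSO control labels the move starts, since all give the same groups. In Fig. 5A, 13 line names could be placed. Their median distance from their libraries on PC1 and PC2 was 2.60 with the labels moved from DMSO 12 on (permutation p = 1e-05, the smallest that 100000 resamples can give) and 45.8 with the deposited labels (permutation p = 0.0414). DMSO 5 and DMSO 11 lay where Fig. 5A has them without a move (0.119 and 3.06). A candidate explanation is that the labels from DMSO 12 on are each one library off. No other relabeling came closer to the table than a median difference of 0.057 for Group 1 or 0.40 for Group 2, so choosing among relabelings does not account for the closeness. In a test that draws on neither the table nor the figure, all 29 lines lay nearer to their own class on PC1 and PC2 with the moved labels (silhouette 0.396), against 27 with the deposited ones (0.301), though this test bears only on the 3 libraries whose class the move changes, those labelled DMSO 12, Pac H9 and Parental. With the moved labels, the fold changes had r = 0.99989 (Group 1) and 0.99994 (Group 2) with those of the table. With the deposited labels, r was 0.92435 and 0.95768. These values argue against the deposited labels as the grouping behind the paper's table. They cannot tell which set of labels names each library correctly. That part of the explanation was found and tested on the same data and remains a hypothesis. No biological explanation was tested, and results under the moved labels are not used as evidence for any gene.

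The library labelled DMSO 12 held 2.05 CPM of Maoa, where the other lines labelled DMSO control held from 31.7 to 75.3 and the paclitaxel resistant lines at most 1.02, apart from 17.2 in the line labelled Pac H9. The library labelled DMSO 12 held 0 CPM of Zfp979 and the line labelled Pac H9 held 16.3. Maoa and Zfp979 had the second and the third lowest p of Group 2 against DMSO control (adjusted p = 2.71e-06 and 3.12e-05, edgeR's quasi-likelihood test) and were at least 48-fold and 30.9-fold lower in Group 2, whose libraries held at most 3 and 2 counts.

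Other groupings of the same lines were used to test each count, with 100 splits each, the real one included. As many differentially expressed genes came from 1 split for Group 1 against DMSO control, from 1 for Group 2 against DMSO control and from all 100 for Group 1 against Group 2, which tests nothing, since the count was 0 (905 at an unadjusted p under 0.05) and no split can give fewer. The genes at an unadjusted p under 0.05 ranged from 150 to 3498 over these last splits. The 905 thus lay within what other groupings of the lines gave. For the genes of Supplementary Table S3, 1 of 100 splits gave 13 or more genes between the 3 groups. For the interferon list, 4 of 100 splits of Group 1 against DMSO control, 4 of Group 2 against DMSO control and 82 of Group 1 against Group 2 gave a mean statistic as far from 0. The TNF list gave 32, 3 and 47 in the same order and the inflammatory list 21, 5 and 42. The interferon list was thus the only one of the 3 that fewer than 5 splits matched in both comparisons with DMSO control, and after thinning, when 17 of its genes could be tested instead of 31, it was not past the threshold (scores of 1.72 and 1.67).

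Depth was tested as the source of the division of the paclitaxel resistant lines on PC1. Over all 17 lines, as planned, PC1 had r = 0.605 with log10 total counts (permutation p = 0.00983). With the number of genes detected after thinning, r was 0.920 (permutation p = 1e-05). These lines fall in 2 clusters on PC1. Within the 11 lines of lower PC1, PC1 rose with log10 total counts (permutation p = 0.0138) and with the number of genes detected after thinning to equal depth (r = 0.805, permutation p = 0.0011, rho = 0.864, permutation p = 0.00097, adjusted p of r = 0.0044 over 4 relations; r = 0.777 without the 2 libraries farthest from the median, permutation p = 0.00465). Within the 6 lines of higher PC1 neither relation was found (r = 0.502, exact permutation p = 0.329, and r = 0.179, exact permutation p = 0.710). In a principal component analysis after thinning, PC1 of the 11 lines was not distinguishably related to the number of genes detected (r = 0.189, permutation p = 0.572). Over all 17 lines it still was (r = 0.873, permutation p = 6e-05), as in the 12 lines labelled DMSO control (r = 0.708, permutation p = 0.00392). Before thinning, PC1 of those 12 lines had r = 0.837 with the number of genes detected (permutation p = 2e-05). With log10 total counts it had r = 0.525 (permutation p = 0.0892). The line labelled DMSO 11 lay at 55.75 on PC1, above the gap, so high PC1 was not confined to paclitaxel resistant lines. Relations within clusters cannot show what sets the clusters apart, so the correlations within clusters alone leave depth open. Thinning every library to equal depth left all 17 lines on their side of the gap, which was then 34.3 wide, so unequal depth does not account for the division. The 6 lines above the gap had from 11029 genes detected after thinning and the other 11 at most 10681, and the division cannot be told apart from the number of genes detected. Which lines were in which of the 2 subpools was not known.

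A gain of the region around Abcb1b on chromosome 5 was tested as a hypothesis for its higher level in the lines labelled paclitaxel resistant, with its neighbours listed before any count was seen. In all 17 lines against the 12 labelled DMSO control, the log2 fold change of Abcb1b was 1.42 (list-adjusted p = 4.61e-06, edgeR's quasi-likelihood test). Of 7 neighbours tested 6 were higher, and 4 were higher with a list-adjusted p under 0.05 in the same edgeR test: Sri (0.45, p = 0.0455), Dbf4 (0.74, p = 0.00176), Slc25a40 (0.77, p = 0.0268) and Abcb4 (p = 1.64e-06, at least 7.85-fold higher in Group 1 and 10.8-fold in Group 2 by group). 1 of 100 splits of the 29 lines gave as many. The Abcb4 bound for Group 1 rests on a mean of 8.03 CPM. The line labelled Pac F10, at 56.5, raised that mean, and the Group 1 median was 2.58. Tmem243, which overlaps Dmtf1 on the other strand, was lower (-0.47, p = 0.037). Abcb4 is a paralog of Abcb1b, and without it 3 of 6 neighbours passed. After thinning to equal depth 0 of 5 did. A regional gain may contribute, but it cannot be told apart from regulation of single genes.

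Some genes that the paper measured by qPCR or ELISA were also counted. The 30 libraries held 0 counts of Ccl2, which encodes MCP1, 3 counts of Abcb1a, 15 of Il6 and 119 of Bcl2l1, which encodes Bcl-xL. Bcl2l1 was at 1.32 ± 0.729 CPM (SD, n = 12) in the lines labelled DMSO control, 1.80 ± 2.56 (SD, n = 9) in Group 1 and 0.941 ± 0.999 (SD, n = 8) in Group 2. Cdkn2a, the gene of Arf, had 0 counts. Myc was at 849.9 ± 124.1 (SD, n = 12), 1199 ± 696.8 (SD, n = 9) and 1128 ± 200.4 (SD, n = 8) CPM in the same order (adjusted p = 0.166 and 0.141 against DMSO control, edgeR's quasi-likelihood test).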
